# A unique nucleosome arrangement, maintained actively by chromatin remodelers facilitates transcription of yeast tRNA genes

**DOI:** 10.1186/1471-2164-14-402

**Published:** 2013-06-17

**Authors:** Yatendra Kumar, Purnima Bhargava

**Keywords:** Chromatin, Isw1, Isw2, Nucleosomes, RNA polymerase III, RSC, Transcription, Yeast tRNA

## Abstract

**Background:**

RNA polymerase (pol) III transcribes a unique class of genes with intra-genic promoters and high transcriptional activity. The major contributors to the pol III transcriptome, tRNAs genes are found scattered on all chromosomes of yeast. A prototype tDNA of <150 bp length, is generally considered nucleosome-free while some pol III-transcribed genes have been shown to have nucleosome-positioning properties.

**Results:**

Using high resolution ChIP-chip and ChIP-seq methods, we found several unique features associated with nucleosome profiles on all tRNA genes of budding yeast, not seen on nucleosome-dense counterparts in fission yeast and resting human CD4+ T cells. The nucleosome-free region (NFR) on all but three yeast tDNAs is found bordered by an upstream (US) nucleosome strongly positioned at −140 bp position and a downstream (DS) nucleosome at variable positions with respect to the gene terminator. Perturbation in this nucleosomal arrangement interferes with the tRNA production. Three different chromatin remodelers generate and maintain the NFR by targeting different gene regions. Isw1 localizes to the gene body and makes it nucleosome-depleted, Isw2 maintains periodicity in the upstream nucleosomal array, while RSC targets the downstream nucleosome. Direct communication of pol III with RSC serves as a stress-sensory mechanism for these genes. In its absence, the downstream nucleosome moves towards the gene terminator. Levels of tRNAs from different families are found to vary considerably as different pol III levels are seen even on isogenes within a family. Pol III levels show negative correlation with the nucleosome occupancies on different genes.

**Conclusions:**

Budding yeast tRNA genes maintain an open chromatin structure, which is not due to sequence-directed nucleosome positioning or high transcription activity of genes. Unlike 5′ NFR on pol II-transcribed genes, the tDNA NFR, which facilitates tDNA transcription, results from action of chromatin remodeler Isw1, aided by Isw2 and RSC. The RSC-regulated nucleosome dynamics at the 3′ gene-end serves as a novel regulatory mechanism for pol III transcription *in vivo*, probably by controlling terminator-dependent facilitated recycling of pol III. Salient features of yeast tDNA chromatin structure reported in this study can explain the basis of the novel non-transcriptional roles ascribed to tDNAs.

## Background

Positioning of the nucleosomes on specific locations with respect to factor binding sites can control the accessibility of underlying DNA and allow the transcription machinery to work effectively in a chromatin environment [1]. Genome-wide maps of nucleosomes in a number of eukaryotes have established that RNA polymerase II promoters are nucleosome- depleted but coding regions may have a regular array of statistically arranged nucleosomes [2-8]. The nucleosome-free region (NFR) just upstream of transcription start site (TSS), results from sequence preferences as well as actions of chromatin remodelers [9,10].

RNA polymerase (pol) III transcribes a heterogeneous set of small non-coding RNA genes with majority constituted of tRNA genes (70–130 bp). Earlier, active transcription of a tRNA gene was reported to exclude nucleosome from the gene *in vivo*[11]. Pol III-transcribed genes are found in comparatively nucleosome-depleted intergenic regions [4,6], which gives the general impression that chromatin may not have much to do with their transcription. Activation of pol III transcription from several sites after global nucleosome depletion in yeast cells, suggests otherwise [12]. Presence of chromatin remodelers RSC and Isw2 on pol III-transcribed genes has also been reported [13,14]. RSC shows different remodeling activity on pol II and pol III-transcribed genes [15] and regulates pol III-transcribed *SNR6* and *SUP4* genes [16,17]. Recent studies with human pol III-transcribed genes have reported that the presence of pol II and pol II-specific chromatin marks near pol III-transcribed genes generates an active chromatin milieu for them [18-20].

This study shows that nucleosome depletion mechanisms at NFR on tDNAs and 5’ NFR on pol II-transcribed genes are fundamentally different. A stronger upstream (US) nucleosome positioning, persistence of NFR under repression on most of the genes, sequence-independence of NFR and requirement of remodeler activities to maintain the chromatin structure in active state, are some of the observations which suggest tDNA NFRs are different from the 5’ NFR on pol II-transcribed genes. An array of Isw2-dependent, regularly spaced nucleosomes especially in gene upstream region reflects stronger US nucleosome barrier as compared to downstream of the gene terminator. We identify Isw1 as the new remodeler for pol III genes, which along with RSC maintains the tDNA NFR. Finally, pol III communication with RSC regulates the downstream nucleosome mobility. This downstream nucleosome dynamics can regulate the terminator-dependent pol III recycling and hence the rate of transcription.

## Results

### Chromatin structure of tDNAs in active and repressed states

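Nucleosomes were mapped in wild-type cells grown at 30 C with 2% glucose, on 3 tiling arrays, 1 for each biological replicate. On each array, mononucleosomal DNA from chromatin cut with micrococcal nuclease was labelled with Cy5, and naked genomic DNA cut with the same enzyme was labelled with Cy3. The ratio of Cy5 to Cy3 is therefore high where a nucleosome protects the DNA and low in linkers and nucleosome-free regions. The dyes were not swapped on any array. Of 237883 probes of 60 bases, 236682 (99.5%) match the R64 genome of budding yeast, and 22415 (9.42%) match it at more than 1 place. They cover 275 tRNA genes, with a median of 72 probes centred in a gene body and 100 in the 100 bp upstream.
For each array the authors deposited Cy3 and Cy5 intensities, corrected for background and dye by the feature extraction software, and log2 ratios after a Lowess fit. Here the processed intensities were turned into log2 ratios, control spots and spots with uneven pixels were left out, and each array was centred on its median, with no Lowess fit. Windows were averaged by probe centre: upstream (from -100 to -1 of the TSS), gene body, downstream (from 1 to 100 of the TTS), US nucleosome (from -180 to -100 of the TSS) and DS nucleosome (from 50 to 200 of the TTS). Replicates had Pearson correlations across probes of 0.957 to 0.975. Cy3 signals were 118 to 132 times the level of blank spots. Over the 12 arrays of the study, 99.2% to 99.5% of spots were well above background in both channels. Gene bodies of isogenes are nearly identical in sequence, and 7527 of 21556 body probes (34.9%) match more than 1 place, so that body values are partly shared within a family.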

We used high-resolution tiling microarray to map nucleosome positions around budding yeast tDNAs in a 2 kb window. A large number of positioned as well as fuzzy or delocalized nucleosomes (Figure 1A) were seen, which give similar profiles on alignment of the whole data with respect to TSS or TTS (transcription termination site) of all the tRNA genes, probably due to short transcribed length. 

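Called nucleosomes in wild-type cells were laid over each tRNA gene with a hidden Markov model on 20 bp bins, whereas the study ran its model on smoothed probes, with linker, positioned (6 to 8 bins) and fuzzy (longer) states. The mean log2 ratio was -0.95 in the linker state, 1.25 in positioned and 0.42 in fuzzy nucleosomes. In the profile averaged over the 275 genes, the lowest bin within the gene lay at -1.50 ± 0.10 (SD, n = 3 arrays), a lower one past the TTS, at 110 bp from the TSS, at -2.08 ± 0.08, and the highest bin of the US nucleosome at 0.61.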

Conforming to earlier reports [5,6], all tDNAs except three reside within a nucleosome-depleted region from −70 to +180 bp with respect to TSS (Figure 1B). However, some unique and interesting features associated with the gene-flanking nucleosomes can be noticed. 

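In wild-type cells the bodies of 249 of 275 tRNA genes were depleted of nucleosomes relative to the nucleosomes on both sides (body minus the mean of US and DS windows below 0, adjusted p under 0.05 from limma). The mean log2 ratio over gene bodies was -1.13 ± 0.05 (SD, n = 3), against 0.53 ± 0.01 in the US window and -0.53 ± 0.05 in the DS window. Of the 26 other genes, 10 encode alanine tRNA, and all 4 initiator methionine genes are among them. The gene with the highest body relative to its flanks was tP(AGG)C, at 1.49 ± 0.29 (SD, n = 3), followed by tA(AGC)P at 1.25 ± 0.13 and tM(CAU)E, an initiator methionine tRNA gene, at 0.87 ± 0.13. By nucleosome calls, 270 genes had under 60 bp of the body covered. The 5 with at least 60 bp of the body covered were tM(CAU)C (80 bp) and tA(AGC)H, tA(AGC)J, tA(AGC)K1 and tA(AGC)P. The authors left out tM(CAU)C and tK(CUU)C because their probes failed. With probes that match 1 place, 229 genes were depleted in limma, and with the study's Lowess fit 270.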

Most tDNAs (82%) show a strongly positioned upstream (−1, US) nucleosome, centered at −140 bp position with respect to TSS while position of the downstream (+1, DS) nucleosome varies across the genes (Figure 1A, B; Additional file 1: Figure S1A). 

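The peak upstream of wild-type tRNA genes was less spread than the peak downstream, but it was sought in a narrower range. Upstream the search ran from -220 to -60 of the TSS, a range centred on -140, and downstream over a wider range from the TTS. The highest bin of the smoothed profile upstream of the gene lay within 30 bp of -140 in 88.0% of the 275 genes (269 had such a peak), with a median at -150 bp and an interquartile range from -170 to -130. Downstream, the highest bin lay at a median of 170 bp from the TTS, with quartiles at 130 and 190 bp (266 genes). The mean absolute deviation from the median was 37.4 bp downstream and 21.0 bp upstream (difference 16.0 bp over 260 genes with both, permutation test over genes, p = 1e-05, the smallest that the resamples can give). A wider range allows a larger deviation, and a range centred on -140 raises the share there. Neither value therefore measures positioning alone.
When positions were taken from nucleosomes called by the hidden Markov model, 22.5% of the 275 genes had a positioned nucleosome centred within 30 bp of -140 (22.4% ± 1.38 in single arrays, SD, n = 3). The called nucleosome nearest to -140 had a median centre at -250 bp, with quartiles at -455 and -140. The first called nucleosome had a median centre of -300 bp upstream of the TSS and of 358 bp downstream of the TTS. Its deviation was 157 bp upstream and 219 bp downstream (difference 62.4 bp over 274 genes, the same permutation test, p = 1e-05). Genes are not independent replicates in these tests. With a Lowess fit as in the study, the share with a called nucleosome at -140 was 40.0%.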

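The array of nucleosomes further upstream of wild-type tRNA genes was more strongly modulated than the array downstream. After removal of a 200 bp running mean, the SD along the average profile was 0.198 ± 0.016 (SD, n = 3) upstream and 0.126 ± 0.007 downstream, and every array had the higher value upstream (exact paired permutation test within arrays, p = 0.25, the smallest that 3 pairs allow). At the level of single genes, the autocorrelation at a lag of 160 bp was 0.020 ± 0.018 upstream and 0.051 ± 0.036 downstream, lower upstream in every array (exact paired permutation test, p = 0.25).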

Nucleosomes in the further upstream regions are more regularly spaced compared to those in downstream of the genes. Similar NFR is seen on two other pol III-transcribed genes, *RNA170* and *ZOD1* (Figure 1C). 

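RNA170 and ZOD1 were depleted of nucleosomes in wild-type cells to a degree comparable with tRNA genes. RNA170 lies on chromosome XIII of R64 from 667288 to 667456, on the minus strand, and its body was 1.61 below the mean of its flanking nucleosomes on the log2 scale (-1.61 ± 0.06, SD, n = 3, adjusted p = 3.8e-16 from limma). Its own level was -0.92 ± 0.07, between 1.40 ± 0.12 in the 100 bp upstream and 1.25 ± 0.06 in the 100 bp downstream. ZOD1, on chromosome XIII from 91970 to 92027, had a body at -1.92 ± 0.11 and a difference from its flanks of -1.47 ± 0.11 (adjusted p = 1.3e-13). The 100 bp downstream of ZOD1 were lower still, at -2.50 ± 0.28.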

We had earlier reported a similar arrangement on *SNR6* with NFR spanning over its TATA box and A box regions [17]. Such a common scheme of arrangement on rest of the non-tRNA genes or any special arrangement with reference to upstream TATA box or introns found in some of tDNAs is not seen.

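The other pol III genes on the array were also low over their bodies in wild-type cells, with flanks that differed from gene to gene. SNR6, which encodes U6 snRNA and lies on chromosome XII from 366235 to 366346, had the deepest body, at -2.36 ± 0.06 (SD, n = 3), and a difference of -2.67 ± 0.12 from its flanks. The difference was -1.97 ± 0.28 for SCR1, the RNA of the signal recognition particle, -1.35 ± 0.18 for SNR52 and -1.28 ± 0.15 for RPR1, the RNA of RNase P. SNR52 was lowest upstream, at -2.42 ± 0.06, whereas RPR1 carried signal there, at 0.41 ± 0.25.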

**Figure 1:**
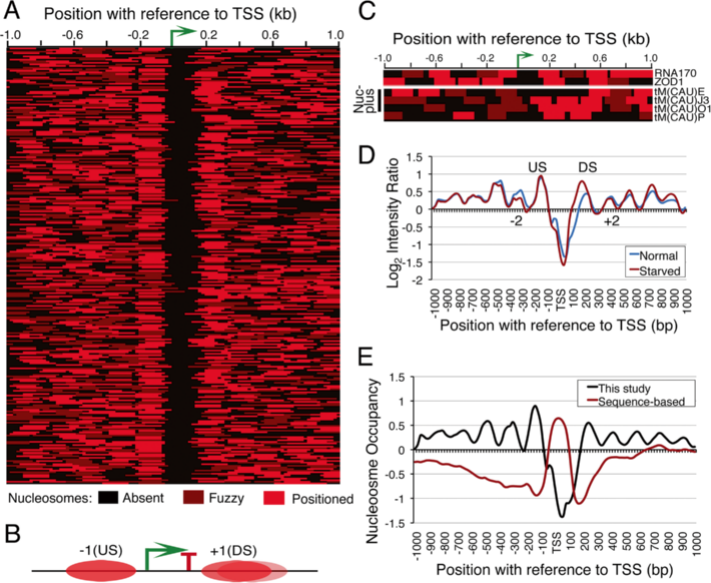
**Nucleosome arrangement around yeast tRNA genes. A**) Arrangements of nucleosomes around 273 yeast tRNA genes with respect to TSS (bent arrow) show NFR on gene regions. Cartoon **B**) gives the summary and typical arrangement of nucleosomes around a tDNA. **C**) Heat maps showing nucleosome arrangements around two non-tRNA genes *RNA170* and *ZOD1* and four initiator tRNA^Met^ (IMT) genes, three of which have fuzzy nucleosomes on the gene body (Nuc-plus). **D**) Average nucleosome profiles are compared between normal growth and starved condition for 52 genes that showed changes. **E**) In vivo nucleosome profile (this study) is compared with the sequence-based prediction of nucleosome profile [9].

Interestingly, nucleosomal arrangement is different on tRNA^Met^ family members. 

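All 4 initiator methionine tRNA genes carried more nucleosome signal over their 5' ends than the elongator genes in wild-type cells, apart from tM(CAU)C, whose probes the authors left out. In the 60 bp upstream of the TSS the log2 ratio was 0.27 ± 0.03 (SD, n = 3) at tM(CAU)E, 0.26 ± 0.26 at tM(CAU)O1, 0.23 ± 0.08 at tM(CAU)P and 0.13 ± 0.15 at tM(CAU)J3. The gene bodies were at 0.17 ± 0.20, 0.16 ± 0.21, 0.05 ± 0.20 and 0.14 ± 0.19 in the same order. The initiator mean in the 60 bp upstream exceeded the mean of the 5 other elongator genes by 1.70 ± 0.18. These 5 lay between -1.74 ± 0.10 (EMT3) and -1.2 ± 0.07 (tM(CAU)D), and tM(CAU)C at 0.51 ± 0.09. The flanks set the 4 genes apart. The US window was at 1.40 ± 0.08 on tM(CAU)P and 0.82 ± 0.12 on tM(CAU)E, but at -0.07 ± 0.43 on tM(CAU)O1 and -0.11 ± 0.21 on tM(CAU)J3. Of the 71 body probes of each gene, 16 to 24 match more than 1 place.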

While EMT (elongator) genes show the general NFR-based arrangement of nucleosomes, three genes belonging to IMT (initiator) family show a fuzzy nucleosome covering the 5’ gene ends (Nuc-plus genes, Figure 1C, lower panel). This may be of functional significance, with a specialized role of chromatin in their regulation, as discussed later. We analyzed nucleosome positions on tDNAs in fission yeast and human CD4+ cells also from published datasets [2,7]. As depicted in Additional file 1: Figures S1B and C, tDNA chromatin in these organisms differs from the budding yeast. With a higher nucleosome density, ~50% of the genes in both species are embedded in nucleosomes and do not show clear NFR, strong US nucleosome or phased array (Additional file 1: Figure S1B,C). The tDNAs in human and mouse show tissue specific expression [20,21]. Non-uniform nucleosomal arrangement across all the genes could give differential expression of the genes in a tissue-specific manner.

Pol III transcription is repressed under stress conditions [22,23]. 

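Wild-type cells starved for 4 h, in YEP at a strength of 0.15 without a carbon source, were mapped on 3 arrays of the same design and in the same scan batch as the 3 arrays of growing cells. Replicates of starved cells had correlations of 0.978 to 0.984 across probes. The SD of the log2 ratios was 1.36 to 1.5 on the starved arrays and 1.18 to 1.22 on the arrays of growing cells. The mean log2 ratio of each gene in its upstream, body and downstream windows was compared by limma in 1 fit of the 12 arrays, with 825 tests per comparison. A gene counted as changed when any window had an adjusted p under 0.05 and a log2 difference of at least 0.5.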

In order to see relevance of the tDNA chromatin structure to transcription, we used the same micro-array to find nucleosomal changes, if any near tDNAs, after prolonged nutrient deprivation. 

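After starvation 215 of 275 tRNA genes differed from growing cells in at least 1 window (limma). Nucleosome signal fell upstream of 152 genes and rose upstream of 1, tV(AAC)G1. It fell over 119 gene bodies and rose over 6, and downstream it rose at 69 genes and fell at 42. The mean difference was -0.58 upstream, -0.37 over the body and 0.13 downstream. Downstream of tE(UUC)E2, a glutamate tRNA gene on chromosome V from 354934 to 355005, the log2 ratio went from -1.57 ± 0.06 to 1.06 ± 0.16 (SD, n = 3 each, standard error of the difference 0.10, adjusted p = 1.5e-12). The next largest rises downstream were at tT(AGU)D (1.75), tE(UUC)K (1.71), tT(AGU)C (1.65) and tV(CAC)D (1.64), and the largest fall at tN(GUU)C (-1.71). Upstream, tK(UUU)L on chromosome XII from 875376 to 875471 went from -0.99 ± 0.06 to -3.40 ± 0.28 (standard error 0.12, adjusted p = 4.1e-11), followed by tH(GUG)M (-1.79) and tF(GAA)G (-1.77). Over the body, tF(GAA)F fell from -1.11 ± 0.05 to -2.23 ± 0.12 (standard error 0.11, adjusted p = 1.0e-07) and tP(AGG)N rose from -0.53 ± 0.23 to 0.43 ± 0.28 (standard error 0.14, adjusted p = 7.5e-06).
Of 75 tests of gene lists by window 14 passed in camera at the preset correlation, and none with an estimated correlation (lowest adjusted p = 0.996). Camera compares a list with the other genes, so that a small p can also mark a smaller change. The preset correlation of 0.01 treats genes as nearly independent, although body probes are partly shared within a family. All 10 phenylalanine bodies fell (mean -1.03, camera adjusted p = 0.0077 at the preset correlation), as did 14 of 16 threonine (-0.75), 15 of 21 leucine (-0.74), 10 of 10 asparagine (-0.86) and 17 of 21 lysine bodies (-0.60). Of the 16 aspartate bodies 2 rose (tD list mean 0.41, adjusted p = 6.4e-12), of 21 glycine bodies 2 rose (0.21) and of 16 glutamate bodies none passed (0.24). The families with introns fell at 28 of 60 bodies (-0.56 against -0.31 in the other genes, adjusted p = 0.0139). Upstream, 9 of 10 phenylalanine genes fell (-1.14, adjusted p = 0.0077) and 3 of 16 aspartate genes (-0.26, adjusted p = 0.0139), the latter less than other genes. The proline bodies had a mean difference of 0.02 and a median of -0.12, and 2 of 12 rose (adjusted p = 0.0474). Of the 16 genes with another tRNA gene within 1000 bp, 3 bodies rose and 5 fell (adjusted p = 0.0479, and 0.0550 with the replicate number as a block). All these counts were identical when adjusted over the list alone.
By nucleosome calls on mean profiles, 23 genes changed in at least 4 bins in a row, 14 with a gain and 9 with a loss, but 13 with a gain and 31 with a loss under the study's Lowess fit, and 12 and 28 with the deposited ratios. Pairs of replicates differed in 3 to 6 genes among growing cells and in 9 to 21 among starved cells. With the study's Lowess fit, 142 genes changed in limma, with 79 windows higher of 172, against 76 of 389 without the fit. Upstream it then fell at 22 genes (mean -0.18) and over the body at 68, and downstream it rose at 77 and fell at 3. With the deposited ratios it fell upstream at 31 genes, and downstream it rose at 81 and fell at 3. With arrays scaled to equal spread or quantile normalized, 58 or 41 bodies fell and 12 or 13 rose (mean -0.16 or -0.06), and downstream 113 or 139 genes rose and 9 or 11 fell (mean 0.39 or 0.50). Starved and growing arrays with the same replicate number deviated together, though the labels do not say that the cultures were paired. With the number as a block 215 genes changed as well. In this balanced design a block leaves every difference unchanged and can alter only p, so the equal count is a weak check.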

After 4 hr of starvation, nucleosomal changes are seen on 52 genes, within a window of 100 bp upstream and downstream of the gene body (Additional file 1: Figure S1D). 

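After starvation the average US window of tRNA genes was at 0.50 ± 0.04 (SD, n = 3), a difference of -0.03 (exact permutation test, p = 0.3), and the DS window at -0.49 ± 0.06, a difference of 0.04 (p = 0.4 by the same exact test). The -2 window fell by 0.11, to 0.45 ± 0.03 from 0.56 ± 0.08, with every starved array lower (exact p = 0.1, the smallest that 3 arrays against 3 allow). The +2 window was at 0.47 ± 0.06, against 0.41 ± 0.02 (exact p = 0.3). In pairs of starved and growing cultures with the same replicate number, the DS and +2 windows were each higher in 3 of 3 pairs (by 0.02 to 0.06 and 0.02 to 0.11) and the US window in 1 of 3 (exact paired permutation tests, p = 0.25 for DS and +2, the smallest that 3 pairs allow, and p = 0.5 for US). In the log2 ratios deposited by the authors, which include the Lowess fit, the DS window rose from 0.02 ± 0.02 to 0.22 in starved cells, a difference of 0.20 (exact p = 0.1), and the US window differed by 0.04 (exact p = 0.1).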

An increase in average occupancy of both US and DS nucleosomes along with a small decrease in occupancy of −2 and +2 nucleosomes on both the sides can be noticed (Figure 1D). 

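The highest bin of the US nucleosome lay at -150 bp in growing and in starved cells. The body of the average tRNA gene was at -1.50 ± 0.12 (SD, n = 3) after starvation and the 100 bp upstream at -1.49 ± 0.15, against -0.91 ± 0.01 in growing cells (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). The 100 bp downstream were at -1.58 ± 0.10 against -1.70 ± 0.07 (exact p = 0.2), higher in 3 of 3 pairs of cultures (exact paired p = 0.25, the smallest possible). In the deposited log2 ratios this window rose by more, with a difference of 0.30. The DS peak was at the end of the searched range, at 350 bp, in both groups. With the deposited ratios it was at 243 ± 11.5 bp in growing cells and at 230 bp in starved cells (exact p = 0.4).

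**Figure D1:**
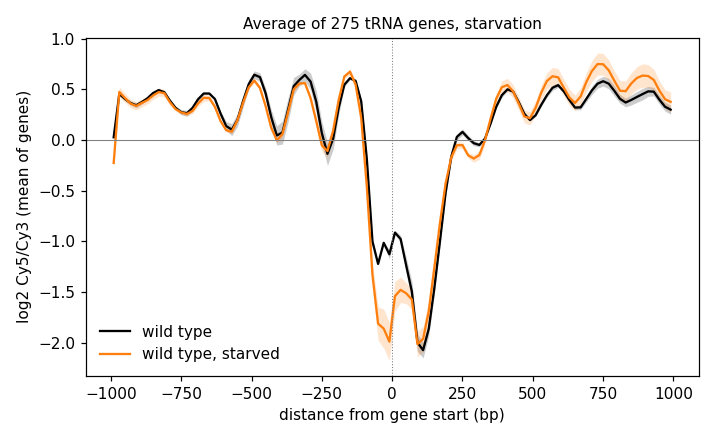
Mean log2 ratio of Cy5 to Cy3 over 275 tRNA genes (y axis) by distance from the TSS in bp (x axis), in growing and starved wild-type cells; lines are means of 3 arrays and bands their SD. Within the gene, the lowest bins are -1.50 in growing and -1.59 in starved cells, and just upstream of the TSS starved cells reach -1.99.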

The average US nucleosome position is not disturbed while the gene terminator is encroached by the DS nucleosome, resulting in shrinkage of average NFR. This observation suggests that the DS nucleosome on the tDNAs either regulates their transcription or high transcription in active state keeps it away from the genes. However, NFR on rest of the genes is not disturbed under repression; suggesting nucleosome-depletion on active tDNAs is not a result of their high transcription rate.

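Starved cells had a nucleosome-depleted body at 244 of 275 tRNA genes (body below the mean of its flanks, adjusted p under 0.05 from limma). Of these, 236 were also depleted in growing cells. Over all 275 genes the mean difference from the flanks was -1.50, against -1.13 in growing cells. By nucleosome calls, 269 genes had under 60 bp of the body covered. Among the genes with a change in calls, tY(GUA)D, tE(UUC)E2 and tV(CAC)H were among the 14 with a gain, and tM(CAU)E, tA(AGC)H, tA(AGC)J and tA(AGC)K1 among the 9 with a loss. The bodies of the 4 initiator methionine genes had a mean difference of 0.34 on starvation, with none past the test. The paper proposes that depletion on active tDNAs does not result from their high rate of transcription, since the NFR on the rest of the genes was not disturbed under repression.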

### tDNA NFR is not sequence-directed

The 5’ NFR at pol II-transcribed genes is established with a significant contribution of sequence-preferences of nucleosome positions [9]. We asked whether NFR seen at tDNAs is directed because of sequence preferences of flanking nucleosomes. Sequence-based average nucleosome occupancy profile, as predicted (trained on real data) by Kaplan et al. around tDNAs [9], is opposite of the *in vivo* nucleosome profile found in this study (Figure 1E), indicating that nucleosome depletion on tDNAs is not because of underlying DNA sequences. Nucleosome density data from genome wide *in vitro* nucleosome assembly [24] also supports this observation and negates the possibility that variable positions of DS nucleosome are because of positioning signals (Additional file 1: Figure S1E,F). These observations suggest that nucleosome arrangement around tDNAs *in vivo* is maintained by active mechanisms, such as ATP-dependent chromatin remodeling, which help over-ride the sequence-directed nucleosome positioning information.

### Isw1 targets tDNAs and maintains tDNA chromatin in collaboration with Isw2

Isw2 chromatin remodeler is recruited in upstream regions of tRNA genes by Bdp1 subunit of transcription factor IIIB [25]. 

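The cells that lack both Isw1 and Isw2, the ATPases of the ISW1 and ISW2 remodelling complexes, were mapped on 3 arrays, at 30 C with 2% glucose. Replicates had correlations of 0.977 to 0.997 across probes. The 3 arrays were scanned apart from the wild-type arrays, 1 in a batch of its own and the other two with the rsc4-∆4 arrays, so that genotype, strain and scan batch cannot be told apart. Cy3 signals were 5.21 times the blank spots on the first array and 17.5 to 19.5 times on the remaining arrays of this mutant and of rsc4-∆4. The values were processed and compared as for wild-type cells.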

We mapped nucleosomes in *isw1∆2∆* cells and used the published data [26,27] on remodelers as well as nucleosomes occupancy on tRNA genes in single deletion mutants (Figure 2; Additional file 2: Figure S2) to find their effect on these genes. 

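In isw1∆2∆ cells 233 of 275 tRNA genes differed from wild type in at least 1 window (limma). Over the gene body, the log2 ratio rose at 148 genes and fell at none. Upstream it fell at 92 genes and rose at 21, and downstream it fell at 95 and rose at 16. The mean difference was 0.53 over the body, -0.27 upstream and -0.34 downstream. The largest rise in a body was at tR(CCU)J, on chromosome X from 538555 to 538626, from -1.54 ± 0.10 to -0.04 ± 0.03 (SD, n = 3 each, standard error 0.11, adjusted p = 4.0e-09). It was followed by tV(CAC)D (1.15), tA(AGC)M1 (1.12), tK(UUU)O and tK(UUU)P (1.11 each). Upstream, tV(AAC)M3 on chromosome XIII from 586636 to 586709 went from -1.21 ± 0.13 to -3.56 ± 0.06 (standard error 0.10, adjusted p = 4.9e-12), and tT(UGU)P from -1.63 to -0.37 (adjusted p = 6.1e-09). Downstream, tA(AGC)L fell from -1.50 ± 0.35 to -3.66 ± 0.09 (standard error 0.16, adjusted p = 7.1e-09), while tY(GUA)D and tQ(UUG)D3 rose by 1.03 each. At tK(CUU)C and tM(CAU)C, whose probes the authors left out, the upstream differences were -3.07 and -3.0, but the 3 mutant arrays had SDs of 1.34 and 1.61, and both differences turned positive with the deposited log2 ratios (0.26 and 0.18).
Of 75 tests of gene lists by window 11 passed in camera at the preset correlation, and none with an estimated correlation (lowest adjusted p = 0.996). Genes of an isotype share part of their body probes, whereas the preset correlation treats them as nearly independent. All 18 valine bodies rose (mean 0.92, camera adjusted p = 1.5e-05 at the preset correlation), all 15 isoleucine (0.80), all 10 glutamine (0.90), 18 of 21 lysine (0.71) and 12 of 16 alanine bodies (0.83). None of the 10 phenylalanine (0.03, camera adjusted p = 9.7e-08) or the 8 tyrosine bodies (0.04, adjusted p = 5.9e-06) passed. None of the 16 aspartate bodies did either (0.29, adjusted p = 0.0138), and 3 of 21 leucine bodies rose (0.27, adjusted p = 0.0155). Against a mean of 0.53 over all bodies, these lists rose less than the other genes, which is what their camera p marks. Of the 16 genes with a tRNA gene nearby, 6 rose and 4 fell upstream (0.11, adjusted p = 0.0429), and 2 rose and 3 fell downstream (0.02, adjusted p = 0.0345). Counts adjusted over the list alone were identical.
In these cells the Cy3 level of naked DNA over gene bodies was 0.55 ± 0.06 (log2, array median 0), against 1.01 ± 0.01 in wild type, while Cy5 was at -0.04 against -0.12 ± 0.05. With Cy5 set against the mean Cy3 of the 12 arrays, 6 bodies were higher and 13 lower. By nucleosome calls 20 genes changed, 17 with a gain and 3 with a loss, or 5 and 7 with this common reference, and pairs of wild-type replicates differed in at most 6. With the study's Lowess fit the calls of 59 genes changed, 43 with a gain and 17 with a loss, and of the windows that changed in limma 245 of 313 were higher, against 185 of 372 without it. Downstream the direction turned, with 56 genes higher and 25 lower (mean 0.12), and upstream 36 were higher and 42 lower (mean -0.01). The deposited ratios gave 53 and 28 downstream and 34 and 41 upstream.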

A total of 112 genes show nucleosome gain (77 genes) or loss (35 genes) within 100 bp around the gene ends (cf. Figure 2A,B). Moreover, most of the genes show perturbation in upstream nucleosome array in *isw1∆2∆* cells (Figure 2B,C; Additional file 2: Figure S2A), probably because of Isw2 absence, since Isw2 mutation has been reported to disrupt chromatin structure in upstream regions of few tRNA genes [25] and in *isw2∆* cells, a disturbance in nucleosome array on tRNA genes is seen only in the upstream region (Additional file 2: Figure S2B). 

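Upstream of tRNA genes the nucleosome array of isw1∆2∆ cells was flattened. The SD along the average profile upstream was 0.085 ± 0.004 (SD, n = 3) in the mutant, less than in each wild-type array (difference -0.11, exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Downstream the SD was 0.094, also lower in every mutant array (exact p = 0.1). The autocorrelation at 160 bp was -0.083 ± 0.001 upstream and -0.011 downstream (exact p = 0.1 each). The US window was at 0.15 ± 0.02, a difference of -0.38, the -2 window at 0.40 ± 0.01, a difference of -0.16, and the DS window at -0.89 ± 0.03, a difference of -0.36 (exact p = 0.1 each). The highest bin of the US nucleosome lay at -190 bp, against -150 bp in wild type, and thus beyond the fixed US window. It was no lower than in wild type, at 0.649 ± 0.005 against 0.610 ± 0.015, but lower with the study's Lowess fit (0.67 against 0.83). The fall in the US window therefore includes a move of the peak. The paper proposes that the upstream perturbation comes from the absence of Isw2, since Isw2 mutation disrupts chromatin upstream of a few tRNA genes in published data.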

We found that majority of Isw2-occupied tDNAs are also enriched for Isw1 (Additional file 2: Figure S2C) but on different gene regions (Figure 2D). Only ~60% of 260 Isw2-occupied genes show nucleosome gain or loss in *isw1∆2∆* (Figure 2C; Additional file 2: Figure S2D). In contrast, most (249 out of 262) of the Isw1-occupied genes show nucleosome gain over gene body in isw1∆ cells, without disruption of flanking nucleosomal periodicity (Figure 2E; Additional file 2: Figure S2E). This observation indicates that Isw1 may be the major remodeler responsible for nucleosome-free status of tDNAs in wild type cells. It is intriguiging that when both Isw1 and Isw2 are deleted, the double deletion mutant shows nucleosome gain on far less number of genes (Figure 2E). This suggests that individual effects of deleting the remodelers are nullified on many genes probably due to the opposite directionality of remodelers’ actions. Isw2 aligns and pushes nucleosome from upstream towards TSS while Isw1 opposes its action by pushing the nucleosome away from the gene body. As a result of combined but antagonistic actions of Isw1 and Isw2, a nucleosome free region is created on the gene body along with strong positioning of the US nucleosome.

**Figure 2:**
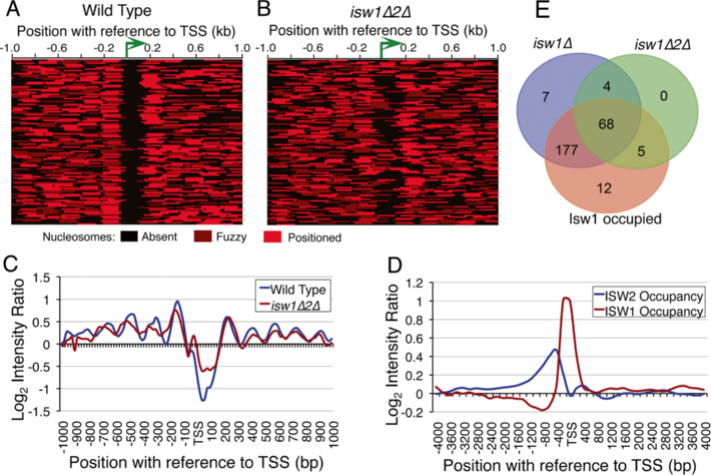
**ISWI maintains tDNA chromatin.** Heat maps in **A**) and **B**) compare the nucleosomes on 112 genes, which show nucleosome changes in *isw1∆2∆* cells compared to wild type cells. **C**) Comparison of average nucleosome occupancy profiles under two conditions as in panels **A** and **B**. **D**) Isw1 and Isw2 occupy different regions on yeast tDNAs [13,26]. **E**) Venn intersections among Isw1 target genes and the genes that show nucleosome gain on gene body either in *isw1∆* or *isw1∆2∆* cells.

### RSC-pol III communication maintains the active state chromatin structure

RSC is enriched on many tRNA genes [14] and compromising its catalytic activity was shown to cause increase in nucleosome density on these genes [15]. A mutation in the Rsc4 subunit of RSC is reported to abolish its interaction with pol III [28]. We had earlier shown that single nucleosomes near *SNR6* and *SUP4* are affected in localized manner in *rsc4-∆4* mutant [16,17]. Nucleosome mapping in this mutant revealed a large number of nucleosomal shifts (120 genes) on tDNAs (Figure 3A). 

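The rsc4-∆4 mutant, which lacks part of the Rsc4 subunit of the RSC remodelling complex, was mapped on 3 arrays scanned in 1 batch, apart from the wild-type arrays. Replicates had correlations of 0.981 to 0.985 across probes. Strain and scan batch cannot be told apart from the mutation in the comparison with wild type.
In this mutant 246 of 275 tRNA genes differed from wild type in at least 1 window (limma), and the log2 ratio rose over 165 gene bodies (92 with a GC correction, mean 0.31) and fell over none. Downstream it rose at 108 genes and fell at 25, and upstream it rose at 32 and fell at 98. The mean difference was 0.62 over the body, 0.34 downstream and -0.28 upstream. Valine genes had the largest rises in the body. The first, tV(CAC)D on chromosome IV from 1075472 to 1075544, went from -1.16 ± 0.12 to 0.84 ± 0.14 (SD, n = 3 each, standard error 0.11, adjusted p = 4.4e-11) and also rose by 2.14 downstream (adjusted p = 2.4e-11). At tV(CAC)H the rise was 1.90 and at tR(CCU)J 1.70 (standard error 0.11, adjusted p = 2.8e-10). Downstream, tP(UGG)H rose by 2.10, tE(CUC)D by 2.09, tL(UAG)L2 by 1.99 and tT(AGU)C by 1.81, whereas tA(AGC)L had a difference of -1.69. Upstream, tL(CAA)C, on chromosome III from 90859 to 90972, fell by 2.08, tY(GUA)F2 fell by 1.93 and tQ(UUG)H rose by 1.21.
Of 75 tests of gene lists by window 7 passed in camera at the preset correlation, and none with an estimated correlation (lowest adjusted p = 0.989). Here too the genes of an isotype share part of their body probes and are not independent. All 18 valine bodies rose (mean 1.06, camera adjusted p = 3.1e-05 at the preset correlation), all 16 glutamate bodies (1.06, adjusted p = 0.0056) and 18 of 21 glycine bodies (0.92). Of the 8 tyrosine bodies none passed (0.11, camera adjusted p = 2.5e-05), and of the phenylalanine bodies 1 did (0.26), as did 1 of 19 serine bodies (0.36, adjusted p = 0.0190). Against a mean of 0.62 over all bodies, these lists rose less than the other genes. Upstream, 3 of 10 glutamine genes rose (0.32, adjusted p = 0.0452). Counts adjusted over the list alone were identical. By nucleosome calls 30 genes changed, 23 with a gain and 7 with a loss, but 10 and 11 with Cy5 set against the mean Cy3 of the 12 arrays and 13 and 11 with a GC correction. With the study's Lowess fit the calls of 82 genes changed, and of the windows that changed in limma 356 of 423 were higher, against 305 of 428 without it. Upstream, 44 genes were then higher and 53 lower (mean -0.08), and 46 and 46 with the deposited ratios (mean -0.02). With Cy5 set against the mean Cy3 of the 12 arrays, 55 genes were higher and 34 lower downstream (mean 0.08) and 7 and 127 upstream.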

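On tA(AGC)D, an alanine tRNA gene on chromosome IV from 410379 to 410451, the log2 ratio over the body was -0.05 ± 0.04 (SD, n = 3) in wild type and 0.84 ± 0.29 in rsc4-∆4 (difference 0.89, standard error 0.13, adjusted p = 5.1e-06 from limma). Downstream the level went from -0.79 ± 0.33 to 0.01 ± 0.27 (difference 0.80, adjusted p = 0.00021), and in the DS window from -0.04 ± 0.07 to 0.78 ± 0.05. All 3 mutant arrays lay above all 3 wild-type arrays in the body. By nucleosome calls this gene was among those with a gain, as were tV(CAC)D, tV(CAC)H, tP(UGG)H, tE(UUC)E2 and tQ(UUG)H. With Cy5 set against the mean Cy3 of the 12 arrays, the downstream difference of tA(AGC)D was -0.49.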

Nucleosome in the mutant covers even the gene body in several cases (Figure 3A, right panel), as seen in the example of *tA(AGC)D*, validated by the ChIP-Real Time PCR measurement (Figure 3B). 

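In rsc4-∆4 the log2 ratio over tRNA gene bodies was higher than in wild type. The average body was at -0.51 ± 0.21 (SD, n = 3), a rise of 0.62 over wild type, and the 100 bp downstream at -1.37 ± 0.08, higher in every mutant array (exact permutation test, p = 0.1 each, the smallest that 3 arrays against 3 allow). The US window was at 0.575 ± 0.004, 0.05 above wild type (exact p = 0.1), but below it with quantile normalization (-0.13), equal spread (-0.011), single-match probes (-0.030) or loess (-0.0018), and its highest bin at -163 ± 11.5 bp. The DS window was at -0.45 ± 0.06, a difference of 0.08 (exact p = 0.2). In the deposited log2 ratios the DS window rose by 0.21 and the 100 bp downstream by 0.52, and the DS peak was at 230 bp (exact p = 0.4 against wild type). The body was below its flanks at 185 of 275 genes (limma), of which 183 were also depleted in wild type, and at 223 with Cy5 set against the mean Cy3 of the 12 arrays (229 in wild type). The Cy3 level over gene bodies was 0.51 ± 0.02, and Cy5 was at -0.00, a difference of 0.12 from wild type (exact p = 0.4). With the common Cy3 reference, 18 bodies were higher and 12 lower. The paper states that the DS nucleosome encroaches on the gene region and the NFR shrinks.

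**Figure D2:**
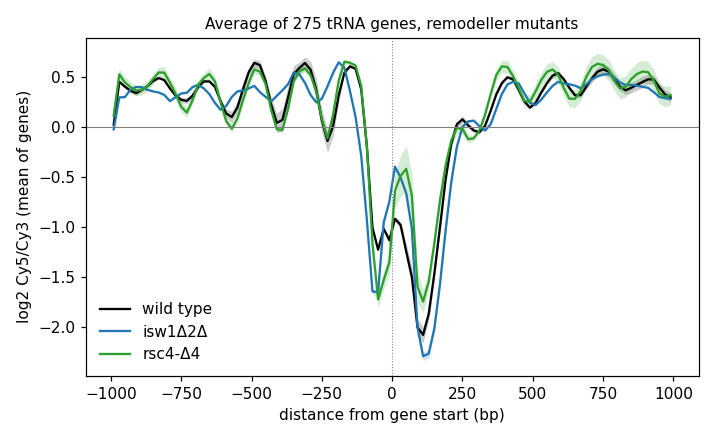
Mean log2 ratio of Cy5 to Cy3 over 275 tRNA genes (y axis) by distance from the TSS in bp (x axis), in wild-type, isw1∆2∆ and rsc4-∆4 cells; lines are means of 3 arrays and bands their SD. The lowest bins within the gene are -1.50, -1.01 and -0.68, and in the bin at 110 bp the values are -2.08, -2.29 and -1.74.

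**Figure D3:**
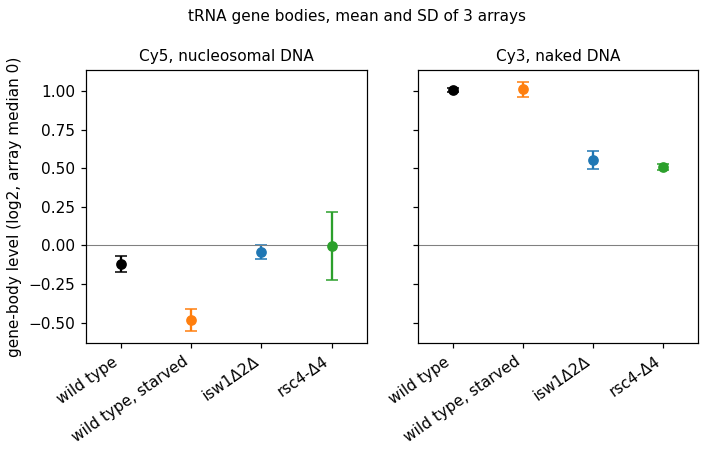
Level of each channel over tRNA gene bodies (y axis, log2 with the array median at 0) in the 4 groups (x axis), Cy5 on the left and Cy3 on the right; points are means of 3 arrays and bars their SD. Cy3 is at 1.01 in both wild-type groups, 0.55 in isw1∆2∆ and 0.51 in rsc4-∆4.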

On the average, the US nucleosome position is not disturbed and most of the shifts are seen in the downstream region, where DS nucleosome encroaches the gene region while NFR shrinks (Figure 3C). Unlike *isw1∆2∆* mutant, periodicity in flanking regions is largely unaffected but nucleosomes show lower average occupancy on both sides of the NFR (Figures 3C). 

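The nucleosome arrays on both sides of tRNA genes kept their modulation in rsc4-∆4. The SD along the average profile was 0.214 ± 0.004 (SD, n = 3) upstream, 0.017 above wild type, and 0.155 downstream, above wild type too (exact permutation test, p = 0.1 each, the smallest that 3 arrays against 3 allow). The autocorrelation at 160 bp was -0.021 upstream (exact p = 0.1) and 0.013 downstream (exact p = 0.3). The -2 window was at 0.52 ± 0.03, a difference of -0.04 (exact p = 0.7), and the +2 window at 0.55 ± 0.06, a difference of 0.14 (exact p = 0.1). In the deposited log2 ratios the -2 window differed by -0.23 and the +2 window by -0.02. The modulation upstream was below wild type when arrays were scaled to equal spread (-0.0058) or quantile normalized (-0.017).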

A similar gain in density of nucleosomes near pol III-transcribed genes upon loss of Sth1, the catalytic subunit of RSC was previously reported [15]. Pol III is not lost from the genes in this mutant as exemplified by three of the affected genes (Figure 3D). Similarly, the catalytic subunit Sth1 continues to occupy the genes in the *rsc4-∆4* mutant (Figure 3E), as reported even earlier [28]. This data indicates that the dynamics of the DS nucleosome seen in this mutant is guided by a cross-talk between RSC and pol III while bound to the genes.

**Figure 3:**
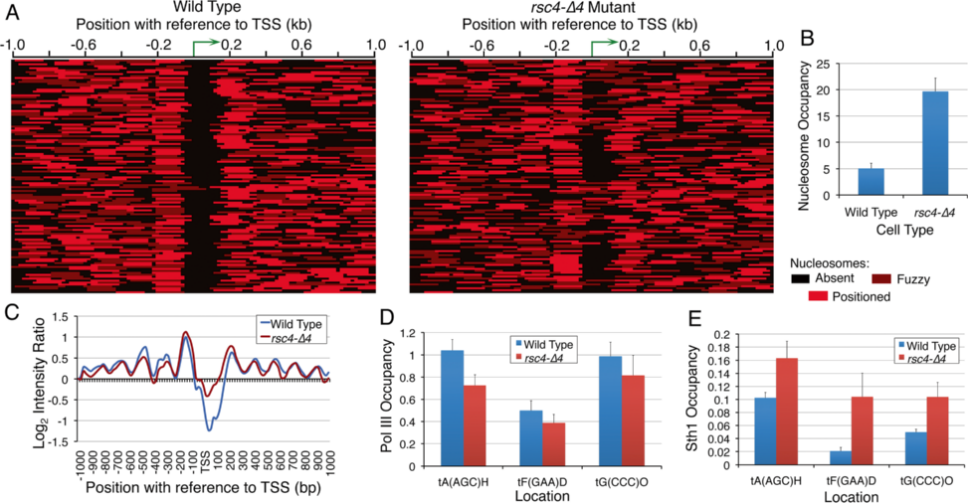
**NFR shrinkage and DS nucleosome dynamics in *rsc4-∆4 *mutant. A**) Nucleosome heat maps of 120 genes showing nucleosome changes in *rsc4-∆4* mutant as compared to the wild type cells. **B**) Real Time ChIP-PCR validation of a nucleosome encroaching the otherwise NFR, *tA(AGC)D* gene body. **C**) Comparison of the averaged nucleosome occupancy for 120 genes shown in the panel **A**. **D**) RPC160-myc (pol III) occupancy does not differ significantly in the two strains. **E**) RSC (Sth1-myc) occupancy shows somewhat higher levels in the mutant.

### tDNA chromatin is required for optimum transcription

We enquired whether nucleosomal perturbations seen in different conditions affect transcription by measuring cellular tRNA levels using Real Time qPCR analysis. Based on anti-codon sequence, budding yeast tRNA genes are grouped into 42 families, with highly similar sequences of multiple isogenes. Quantification of tRNA levels for 33 families in wild type cells (Additional file 3: Figure S3A; Additional file 4: Table S1) shows different intra-cellular tRNA levels across the families, which match with the codon usage of yeast cells [29], giving tRNA^Glu^ at the highest level, followed by tRNA^Gly^ (Additional file 3: Figure S3A). As compared to tRNA levels for these families (in a descending order) for wild type cells, the corresponding levels show gross perturbations under repressed or remodeler mutation conditions, like *isw1∆2∆* and *rsc4-∆4* cells (Figure 4A). Some families show higher levels in mutants probably because both gain and loss of nucleosomes on genes are observed in these mutants. Transcription of tDNAs is not affected due to Isw2 loss [13] probably because Isw2 on tDNAs maintains mainly upstream nucleosome periodicity (Figure 2). This indicates that the tRNA changes seen in *isw1∆2∆* cells are because of Isw1 absence, which targets the gene body. On the other hand, transcriptional changes in *rsc4-∆4* mutant could be due to changes in downstream nucleosome dynamics. This data shows nucleosome dynamics has profound influence on tRNA production.

**Figure 4:**
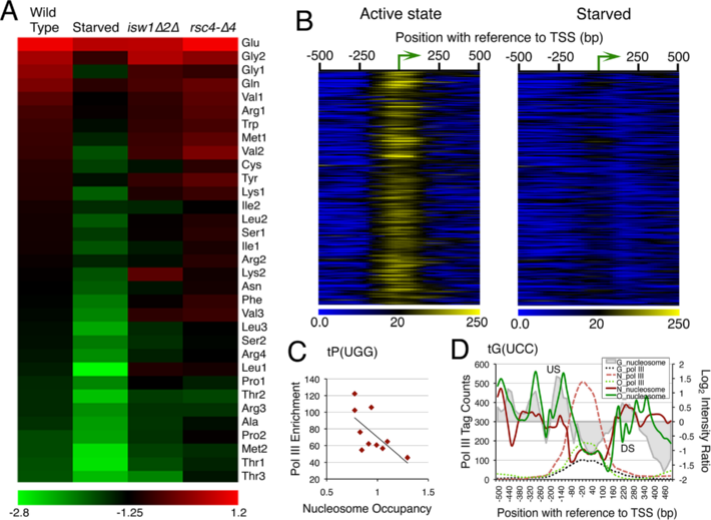
**Differential Pol III Occupancy and tRNA gene expression. A**) Heat map of tRNA levels showing perturbation of tRNA levels in wild type starved and remodeler mutants as compared to wild type active state levels. **B**) Heat maps show pol III tag counts binned around TSSs of all tDNAs in active and starved conditions. **C**) Scatter plot for nucleosome occupancy (−60 to TSS region) and pol III tag counts (−100 to +100 region) for isogenes of *tP(UGG)* family shows negative correlation. **D**) Pol III occupancy compared to gene-flanking nucleosome occupancies is shown for the three members of the tRNA^Gly^, *tG(UCC)* family. Genes denoted by G, N and O are color coded and US, DS nucleosomes are marked. Highest level of pol III on *tG(UCC)N* is complemented by the lowest nucleosome density and longest NFR.

### Pol III shows differential enrichment on isogenes

For the intra-cellular levels of tRNA species to be according to the copy number of the coding tRNA gene [29]; every gene copy within a family should be transcribed and occupied by pol III similarly. Different strengths of A and B-boxes may also result in different pol III levels on tDNAs. We used ChIP-seq method to measure the pol III level on different genes. Despite the sequence redundancy within and across the families, ChIP-seq data analysis with or without reallocation of non-unique reads [30] does not give significantly different results (Additional file 3: Figure S3B), probably because the average ChIP fragment size (~180 bp) is longer than the tRNA gene length in our experiment. No pol III on pseudo tRNA genes and high but differential pol III enrichment on all tRNA genes (Additional file 3: Figure S3C; Additional file 4: Table S2) is found. Pol III factors, TFIIIB and TFIIIC persist on genes after starvation [22] but a drastic loss of pol III is seen on all the genes (Figure 4B). Surprisingly, total pol III levels do not match with the relative RNA levels from the gene pools covered by each primer set (Additional file 3: Figure S3D). Moreover, different pol III levels on identical gene copies within a family (Additional file 3: Figure S3E,F) indicate different transcriptional activity on different isogenes. From these data, it appears that tRNA abundance (corresponding to copy number), is probably achieved by high transcription from few isogenes and not by equal transcription from all isogenes of a family.

### Nucleosome and pol III occupancy levels on tDNAs are inversely correlated

Pol III initiation factor TFIIIB binds at −30 bp from TSS and recruits pol III [31]. Differential pol III levels on isogenes could be because of different 5’ flanking sequences which affect TFIIIB binding [32-35]. Therefore, high nucleosome occupancy in this region would interfere with TFIIIB binding and as a result, pol III recruitment could be affected. Conversely, pol III presence on the genes could exclude nucleosomes. Hence, we compared nucleosome occupancy in upstream region (−60 to TSS) with pol III enrichment over gene region for tDNAs within each family. An inverse relationship (Pearson correlation between −0.5 to −0.9) for 16 families covering 135 genes (barring 1–2 outliers in each) was found. For example, the scatter plot for one of these families, tPro^UGG^ with 10 isogenes present on different chromosomes and Pearson correlation of −0.6544, shows greater enrichment of pol III near TSS of isogenes and lower nucleosome occupancy upstream (Figure 4C). 

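In wild-type cells the 10 tP(UGG) genes ranged widely in nucleosome signal in the 60 bp upstream of the TSS. The highest was tP(UGG)N1, on chromosome XIV from 547094 to 547196, at 0.20 ± 0.10 (SD, n = 3), and the lowest tP(UGG)F, at -1.54 ± 0.21. Between these lay tP(UGG)A at -0.57 ± 0.19, tP(UGG)H at -0.59 ± 0.20, tP(UGG)O2 at -0.86 ± 0.06, tP(UGG)O3 at -0.97 ± 0.06, tP(UGG)L at -1.09 ± 0.12, tP(UGG)M at -1.18 ± 0.16, YNCN0011W at -1.24 ± 0.14 and tP(UGG)O1 at -1.35 ± 0.14. The highest exceeded the lowest by 1.73 ± 0.26, beyond the replicate spread, and by 0.54 in the deposited log2 ratios, which include the Lowess fit. Occupancy by pol III is not in these files.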

In another example of the tGly^UCC^ family with only three members and Pearson correlation of −0.93, highest pol III levels are found on *tG(UCC)N*. The gene has lowest US but similar DS nucleosome occupancy when compared to *tG(UCC)G* and *tG(UCC)O*, which show comparatively lower pol III levels (Figure 4D). Thus, pol III occupancy (hence transcription) on most of the target genes has an inverse relationship with nucleosome occupancy in immediate upstream, which is not visible if average plots for individual familes are compared. It gets revealed better in studies of individual examples.

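In wild-type cells the US window of tG(UCC)N was at 0.08 ± 0.20 (SD, n = 3), below tG(UCC)O at 0.38 ± 0.33 and tG(UCC)G at 0.45 ± 0.35. In the deposited log2 ratios the gap was wider, with -0.11 at tG(UCC)N, 1.04 at tG(UCC)O and 1.13 at tG(UCC)G. In the 60 bp upstream of the TSS the values were -1.12 ± 0.04, -1.35 ± 0.04 and -0.92 ± 0.09 in this order, and tG(UCC)N differed from the mean of the other two by 0.01 ± 0.04. With the deposited ratios this difference was -0.53. The DS window was at -0.55 ± 0.13 on tG(UCC)N, -1.01 ± 0.05 on tG(UCC)O and 0.23 ± 0.19 on tG(UCC)G. Gene bodies were at -0.84, -0.90 and -0.83, over 71 probes each.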

### DS nucleosome interferes with transcription from individual genes

Nucleosome mapping results show that under different conditions, the US nucleosome is generally not disturbed. In comparison, the DS nucleosome shows greater dynamism (Figure 1D, 3C), suggesting it may have regulatory influence on gene transcription. 

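Over the 275 tRNA genes, starvation moved the DS window by a mean absolute log2 difference of 0.355 and the US window by 0.30 (difference 0.055, permutation test over genes, p = 0.0512). In isw1∆2∆ the order was the opposite, with 0.541 in the DS and 0.673 in the US window (difference -0.13, same permutation test, p = 0.0038), and in rsc4-∆4 the values were 0.555 and 0.653 (difference -0.099, p = 0.0131 by permutation). Wild-type replicates deviated from their mean by 0.107 in the DS and 0.136 in the US window. These are changes of level in fixed windows of unlike width, and a move of the nucleosome is not measured apart. Genes are not independent replicates. For starvation the difference had a p under the 0.05 threshold with the deposited ratios (0.047, permutation p = 0.0184). With Cy5 set against the mean Cy3 of the 12 arrays, the difference was -0.049 in isw1∆2∆ (p = 0.261) and -0.058 in rsc4-∆4 (p = 0.0839, permutation tests).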

Five more examples were studied, for which we could design unique primer sets for RNA estimation (Figure 5; Additional file 4: Table S1). Five of them are found on different chromosomes and belong to different families. RNA yield from *tP(UGG)O3* is lowest of the five (Figure 5A). Among the rest four, *tR(CCG)L* and *tS(CGA)C* RNA levels are higher than *tR(CCU)J* and *tT(CGU)K* RNA levels. The US nucleosome occupancy on all of them is found to be similar but pol III levels still show differences. 

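On tS(CGA)C, on chromosome III from 227942 to 228042, the DS window was at -0.24 ± 0.13 (SD, n = 3) in wild-type cells, and on tR(CCU)J at -0.22 ± 0.07, a difference smaller than the replicate spread. In the deposited log2 ratios the values were -0.08 ± 0.10 and 0.14 ± 0.04. The US window was at -0.09 ± 0.06 on tS(CGA)C and at 0.95 ± 0.22 on tR(CCU)J. In the deposited ratios it was at 0.44 and 0.37. The annotation holds the arginine gene as tR(CCU)J.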

The DS nucleosome occupancy on *tS(CGA)C* giving higher RNA yield, is lower than on *tR(CUU)J* with lower RNA yield (Figure 5B). Similarly, *tR(CCG)L* yields higher RNA and has lower DS nucleosome occupancy than *tT(CGU)K* (Figure 5C). In comparison to these, on *tP(UGG)O3*, pol III levels are comparatively low with both US and DS nucleosomes showing high occupancy (Figure 5D), which may be the reason for lowest RNA yield from this gene. 

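The DS window of tR(CCG)L, on chromosome XII from 818609 to 818680, was at -0.66 ± 0.07 (SD, n = 3) in wild-type cells, and that of tT(CGU)K, on chromosome XI from 46735 to 46806, at -0.54 ± 0.13. In the deposited log2 ratios the gap was larger, with -0.69 ± 0.05 on tR(CCG)L and 0.36 ± 0.09 on tT(CGU)K. The US window was at -0.37 ± 0.18 and 0.60 ± 0.14, and in the deposited ratios at 0.24 and 0.57.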

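On tP(UGG)O3, on chromosome XV from 980683 to 980787, the US window was at 0.78 ± 0.24 (SD, n = 3) in wild-type cells, below tR(CCU)J and above the other 3 genes compared here, and the DS window at -0.53 ± 0.39. The deposited log2 ratios were 0.54 in the US window and 0.60 ± 0.23 in the DS window, the latter the highest of the 5 genes.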

A direct negative correlation of the DS nucleosome occupancy and pol III occupancy/RNA yield from other gene cases could not be made due to sequence redundancy problems associated with isogenes as mentioned above, but the differences in relative RNA levels from genes with mostly similar pol III occupancy can most probably be correlated with the DS nucleosome occupancy, as discussed later. It may be noticed in this context that on many genes, the DS nucleosome shows mobility towards the gene under repressed state (Figure 1C).

**Figure 5:**
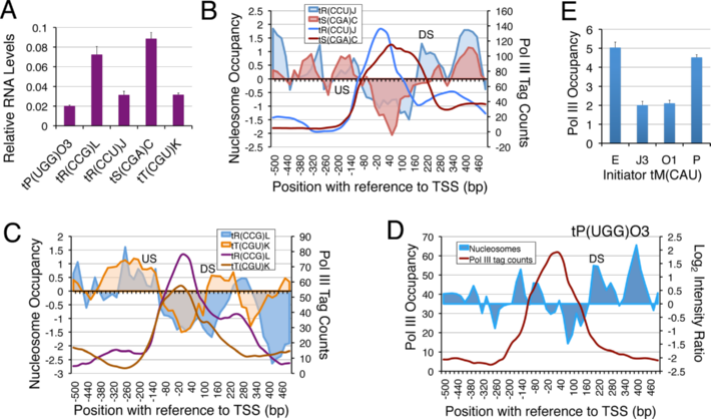
**DS nucleosome is inhibitory for transcription. A**) Relative RNA levels estimated by using five of the unique primer sets which could be designed for the five examples shown. Panels **B-D**) Comparison of nucleosome occupancy profiles with similar pol III levels on different genes. US and DS nucleosomes are marked. **B**) Comparison of nucleosome occupancy (shaded areas) profiles for *tR(CCU)J* and *tS(CGA)C* which have similar pol III levels (solid lines). Higher nucleosome density in downstream region and lower RNA levels of *tR(CCU)J* suggest that higher nucleosome occupancy in downstream region could be inhibitory for transcription. **C**) Comparison of nucleosome occupancy (shaded areas) profiles for *tR(CCG)L* and *tT(CGU)K* which have similar pol III levels. Higher nucleosome density in downstream region and lower RNA levels of *tT(CGU)K* suggest that higher nucleosome occupancy in downstream region could be inhibitory for transcription. The *tT(CGU)K* DNA has a shorter NFR and higher nucleosome occupancy even in the upstream region. **D**) On *tP(UGG)O3* gene, the high nucleosome occupancy on both the gene ends may be inhibitory for transcription, despite similar pol III levels. **E**) Pol III occupancy (fold enrichment over mock sample, from ChIP-seq data) on initiator tRNA^Met^ (IMT) genes is shown. Average with scatter from three independent experiments is plotted.

Different nucleosomal arrangement on initiator and elongator methionyl tRNA genes presents another interesting example of pol III gene regulation by nucleosome dynamics. Initiator tRNA^Met^ (IMT, Met1) with four identified isogenes is found at levels higher than the elongator counterpart (Additional file 3: Figure S3A; Met1 vs. Met2). Being initiator, high but regulated levels of this tRNA may be required by the cell for normal protein synthesis. It is interesting that out of four initiator tRNA (IMT) genes, those with a nucleosome covering the gene region show lower pol III enrichment compared to two other sequence identical copies (Figure 5E). Nucleosomes are generally repressive for transcription. Accordingly, lower pol III levels seen on the two initiator family members *(tM(CAU)J3* and *tM(CAU)O1)*, both of which have a fuzzy nucleosome covering their 5’ end and a very short NFR (Figure 1C); suggest either no or very low transcription from the two isogenes. 

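In the DS window of wild-type cells, tM(CAU)J3 was at -0.19 and tM(CAU)O1 at -0.16, whereas tM(CAU)P was at -1.28 and tM(CAU)E at -2.23. With a body minus flanks of 0.28 each, neither tM(CAU)J3 nor tM(CAU)O1 counted among the depleted genes, and neither did tM(CAU)E or tM(CAU)P (-0.006). Body probes can share signal among these genes, which the paper calls identical in sequence, so that their bodies cannot be told apart with certainty. By nucleosome calls tM(CAU)J3 was among the genes with a gain after starvation and in both mutants, and tM(CAU)O1 in both mutants.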

The other two family members, *tM(CAU)E* and *tM(CAU)P*; which have higher pol III levels (Figure 5E) and more clear gene regions (Figure 1C) can probably meet the normal cellular requirements. At the same time, losing the nucleosome from the repressed copies provides a possibility of enhanced yield required under conditions of higher demand.

Above examples imply that the nucleosome occupancy and dynamics influence the pol III level and transcription from the tRNA gene loci. Different chromatin remodelers target different gene regions. Isw 2 maintains nucleosome arrangements in upstream region of tDNAs and Isw1 keeps the gene body nucleosome-depleted. RSC action is seen mostly in the downstream region, although the role of other remodelers can not be excluded at this stage. The DS nucleosome mobility towards the gene may inhibit the transcription by restricting the access of pol III to the gene terminator. Therefore, RSC activity keeps the DS nucleosome away from the TTS of the gene.

## Discussion

Sequence-directed nucleosome positions can be further modulated by DNA binding proteins and chromatin remodelers [36]. Nucleosome arrangement at tDNAs follows the same principles. Short pol III genes with intra-genic factor binding sites are mostly a size of single nucleosomal DNA. Transcription machinery of pol III has to compete with nucleosomes for access to the tRNA gene sequence, which favors nucleosome formation [9]. Protection of complete gene region by its transcription factors and high transcription rate have been implied as cause of nucleosome depletion at tDNAs. Persistence of tDNA NFR even after prolonged repression suggests that high transcription rate is not required for nucleosome depletion. Nucleosomes are rather actively excluded from the gene body by employing chromatin remodelers. The NFR at tDNAs is an elegant example where nucleosome-favoring sequences are depleted of nucleosomes *in vivo* by employing chromatin remodelers to facilitate transcription.

In yeast, several ATP-dependent chromatin remodelers are shown to direct the positions of most of the nucleosomes [26]. This study has shown the importance and novelty of the roles of two chromatin remodelers in tDNA regulation. Nevertheless, the nucleosome-depleted status of several gene bodies even in the ISWI double deletion mutant suggests the involvement of some other remodelers as well. 

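In isw1∆2∆ cells the bodies of 145 of 275 tRNA genes were below the mean of their flanking nucleosomes (adjusted p under 0.05 from limma). All of them were among the 249 depleted in wild type. Over all 275 genes the mean difference from the flanks was -0.23. The average body was at -0.60 ± 0.02 (SD, n = 3), and 85.9% of its rise over wild type was a fall of Cy3, while the US and DS windows fell by 0.38 and 0.36. In these values the US peak had moved to -190 bp, beyond its window, and was no lower than in wild type (0.65 against 0.61). Part of the lower count of depleted bodies can therefore come from the fixed flank windows. With Cy5 set against the mean Cy3 of the 12 arrays, 175 bodies were depleted, against 229 in wild type, and with the study's Lowess fit 229, against 270. The bodies of phenylalanine and tyrosine tRNA genes stayed near their wild-type level, and ZOD1 was at -0.30 ± 0.01 relative to its flanks and RNA170 at -1.81 ± 0.01. SNR6 had a body above its flanks, at 2.17 ± 0.02, where its signal was far above wild type.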

We extracted and analysed the data on Chd1 and nucleosome occupancy on tDNAs from published studies [26]. Chd1 showed strong association with tDNAs but nucleosome profiles in wild type and *chd1∆* cells did not show discernible differences making the analysis results inconclusive. Isw2 activity in upstream region of tDNAs has been reported earlier [25,37], where it is found enriched [13]. Our study with double deletion mutant helped us find that Isw1 and Isw2 work in opposite manner on tDNA chromatin and it is the Isw1 action, which makes tDNAs nucleosome-depleted. The opposing actions of Isw1 and Isw2 position the US nucleosome strongly in most cases, which strongly supports the Isw2-dependent nucleosome periodicity in the further upstream region. The strong positioning of US nucleosome restricts the 3’ boundary of the upstream nucleosomal array to −70 bp, which could keep the −30 bp position nucleosome-depleted. This would facilitate TFIIIB binding and promote transcription in turn. RSC activity on the other hand, is seen in the gene downstream region. The earlier reported effects of RSC on tDNAs as judged by transcription of few genes, have been found in a condition where its catalytic subunit is lost [15]. We have used a RSC mutant in which RSC and its catalytic activity remain intact yet remodeling activity is lost due to its deficiency in interaction with pol III. Nucleosome positions and transcription output change across most of the genes in this mutant. This links RSC directly with pol III transcription and gives evidence in support of the mechanism by which RSC controls the tDNA activity and chromatin structure via modulating downstream nucleosome dynamics.

Regulation via nucleosome dynamics is apt for genes that are transcribed at very high rate since it can allow a quick regulatory response in adverse conditions and transcription can resume as soon as repressive condition is over. The interaction of pol III with RSC plays an important role in this by negotiating with the downstream nucleosome. Occluding the whole gene body and DS nucleosome dynamics offer novel regulatory mechanisms, adopted by a majority of pol III-transcribed genes in yeast. Transcription terminator facilitates the recycling of pol III on the same template giving faster re-initiation and hence transcription rate in vitro [38]. Blocking the gene terminator with a nucleosome can reduce the transcription by inhibiting the terminator-dependent recycling of pol III. In the absence of any known classical activation route available for these genes, facilitated re-initiation could be a very important mode of enhancing transcript yield in vivo. DS nucleosome mobility was shown to control the accessibility of TTS and transcription on the *SUP4* gene in vivo [16]. Thus, a differential dynamics of DS nucleosome on different tDNAs and their isogenes can lead to different transcript yields from and within a family, as observed in this study. Such a mechanism of gene regulation from downstream is not known for other classes of genes and could be a mechanism specially adapted by and evolved at pol III-transcribed loci. A DS nucleosome covering almost half of the gene body for most of tRNA genes in *S. pombe* may be significant in this connection (Additional file 1: Figure S1C).

The presence of a strong upstream nucleosome and NFR on tDNAs, which are found scattered across the genome may play a significant role in barrier functions attributed to tRNA genes [39] as nucleosome-free regions have been shown to serve as boundary elements [40]. Replication forks are reported to stall with high frequency near tRNA genes [41], probably due to the well-positioned US nucleosome on tDNAs seen in this study. The study enhances our perception about how nucleosome dynamics participates in pol III transcription regulation and how their arrangements on different gene classes have evolved to match the requirements.

## Conclusions

It is fully evident from this data that a strongly positioned upstream (US) nucleosome, the NFR on tDNAs and nucleosome downstream of the gene are not sequence-directed, rather the result of a fine balance between specific activities of the chromatin remodelers RSC and ISWI. Disturbance in this arrangement interferes with transcript yield but NFR on most of the genes is not lost under repression, suggesting the cause of nucleosome depletion is not the high transcriptional activity of tRNA genes. Collaboration between polymerase and ATP-dependent chromatin remodelers is important for optimum transcription from pol III-transcribed genes too. Involvement of other chromatin modifiers and histone modifications remains implicit. The strongly positioned US nucleosome and NFR on tDNAs can form the basis of the barrier functions reported for tRNA genes.

## Methods

### Strains and growth conditions

Details of yeast strains used in this study are given in Additional file 4: Table S3 [28,42-44]. Cells were grown to mid log phase (A_600_ ~0.8) in 100 ml 1X YEPD medium at 30°C. For setting up the repression, cells were peletted down in mid-log phase and shifted to pre- warmed 0.15X YEP medium without any carbon source and incubated for 4 hours [22].

### Tiling Array Design

A high density tiling array (244 K Chip) of Agilent platform containing 60-mer probes was designed. Probes covering all pol III-transcribed genes (70–120 bp length) with 1 kb upstream and 1 kb downstream gene regions were tiled at a resolution of 4 bases, giving a 56 bases overlap with the next probe. Non-unique probes that fell within the gene regions were not filtered out to prevent the possible loss of signal in all tRNA gene regions with highly similar sequences. As a corrective measure, the probes in gene and 200 bp immediate upstream or downstream regions were tiled with 59 base overlap instead of 56 bases, generating even higher resolution of 1 bp on and around the genes. This could allow us to identify the false nucleosomal signal, since any signal that covers only the gene region and not the flanks could be because of cross hybridization. A true nucleosomal signal would cover either upstream or downstream flank of the gene or both.

### Nucleosomal DNA preparation and array hybridization

Mono-nucleosomal and size-matched naked DNA samples were hybridized to the high resolution, custom-designed micro-array in triplicates. Mono-nucleosomal DNA was prepared by digesting formaldehyde-fixed chromatin with MNase according to previously described method [45] with minor changes. Briefly, spheroplasts were made from fixed cells in mid log phase, subjected to controlled MNase digestion and digested DNA was purified and checked on 1.25% agarose gels (Additional file 5: Figure S4A). To serve as a control, naked genomic DNA was digested with MNase such that it gave a fragment distribution ranging from 100–300 bp (Additional file 5: Figure S4B). The band corresponding to mono-nucleosomal DNA was cut out and purified from the gel. Equal amounts of mono-nucleosomal DNA and digested genomic DNA (2 μg) were labeled with Cy5 and Cy3 respectively, mixed and hybridized to array using manufacturer’s protocol. Post hybridization, slides were scanned with Agilent scanner and data extracted with Agilent Feature extraction software.

### Analysis of microarray data

Raw data from feature extraction files was imported into Agilent Chip Analytics software (Agilent Genomic Workbench Lite Edition 6.5). Signal intensities in both channels were normalized against the median of intensities at blank spots followed by intra-array intensity dependent Lowess normalization. Biological replicates showed good reproducibility as indicated by Pearson correlation and box-plots for log2 intensity ratios (Additional file 5: Figure S4C). Log_2_ intensity ratios from replicates were averaged for each probe and imported to MATLAB for peak calling. A previously used hidden Markov model [45] was applied for detection of nucleosomes through MLM package [46] in MATLAB, which suited well for our experiment and design as it is faster and allows nucleosome detection from incontiguous regions tiled in our array. Signals were smoothed by 3 point smoothing window and nucleosome peaks were called in different datasets. Nucleosomal peaks were then binned around TSS and terminator of the genes in question in 20 bp bins. Matrix files resulting from binning were used to make heat maps and clustering in Multiple Experiment Viewer [47]. Out of 275 tRNA genes, probes in microarray for two of them, *tK(CUU)C* and *tM(CAU)C* failed. These genes are located close together and we found aberrant hybridization signals from this region in a previous genome wide study too [5], suggesting the DNA sequence in this region may be problematic (data not shown). The bin-wise averages of log_2_ intensity ratios (nucleosomal DNA/genomic DNA) in the given window from microarray data were plotted against the distance from the reference point (TSS or TTS).

### Validation of Nucleosome shifts

Nucleosomal and ChIP DNA from independent preparations was quantified by Real Time quantitative PCR (ABI Prism) for validation of nucleosome shifts in different conditions. Genomic DNA sample served as a common calibrator. Primers were designed for selected genes (Additional file 4: Table S4) and all samples were diluted to same concentration (5 ng/ml). Data was normalized to a region in telomere at the right arm of chromosome 6 (TELVIR), as this region does not show any significant change in nucleosome occupancy under the conditions in question.

### Pol III ChIP and deep sequencing

Samples were prepared from 100 ml cultures of RPC128-FLAG tagged strain grown to A600 0.8-0.9 for pol III ChIP as described earlier [16]. Sepharose CL4B beads served as no-antibody control (mock) while, Anti-FLAG M2-Agarose was used to immuno-precipitate the DNA cross linked to FLAG tagged RPC128. Quality of ChIP samples prepared was checked with quantitative real time PCR on known target genes. Libraries for single end sequencing were made according to standard protocol from Illumina for mock and IP samples. Two biological replicates for IP and one for mock sample in each condition were sequenced using Illumina GA-II platform.

### Pol III ChIP-Seq data analysis

Raw data on 36 bp reads from single end sequencing were preprocessed with FASTX-Toolkit [48]. Reads having a quality score of at least 20, on at least 80% of the bases, were exported for further analysis. Reads were aligned to the yeast genome (sacCer3 assembly) with BOWTIE [49], allowing only unique and best alignments for each read. Reads were extended to average ChIP-fragment size (~180) and coverage on each base in the genome was calculated. Read coverage across the genome was scaled to one million and normalized to the total number of reads in each dataset so that comparisons between the samples can be done. Pol III peaks were called in HOMER package [50]. Reproducibility of replicates was checked with USeq package [51] using a scanning window of 500 bp with a step size of 250 bp and a minimum window score of 5.

Considering the very high degree of sequence similarity among tRNA genes, we aligned the reads to yeast genome with BWA [52] allowing 3 mismatches and multiple alignments for non-unique reads (multi-reads), up to 20 places in the genome. Next, multi-reads were reallocated to the most probable target positions according to a previously described algorithm [30] followed by calculation of coverage across the genome and peak calling by HOMER. This algorithm assigns non-unique reads to one of the candidate mapped locations, based on which location gets higher number of uniquely mapped reads. Comparing results from two strategies of alignment, we did not find any significant difference in the results which is attributable to a very small size of pol III target genes in comparison to the typical ChIP fragment size used.

### Nucleosome maps in fission yeast and human CD4 cells

Raw sequence reads from MNase-seq experiments [2,7] were quality filtered as described above. Filtered reads were aligned to respective genomes allowing 2 mismatches and only uniquely aligning reads were considered. Aligned reads were extended to 150 bp and read coverage for each base in the genome was calculated. Nucleosomal peaks were called with GeneTrack [53] (sigma: 20; exclusion: 147). Heat maps in Additional file 1: Figure S1B and C show nucleosomal peaks binned around tRNA genes. Sequences and annotations used for *S. pombe* were downloaded from PomBase [54] as on 01/09/2012. For human dataset, “hg18” assembly from UCSC was used.

### Nucleosome changes in Isw1 and Isw2 mutants

For comparison of nucleosome density in wild type and isw1∆ cells we used Raw MNAse-seq reads from published data [27]. The dataset had reads from *S. cerevisiae and S. paradoxus.* We aligned the sequencing reads competitively to both species by indexing both the genomes together using Bowtie. We made sure that a read was aligned only to one of the two genomes. Alignments to budding yeast were taken and genome wide coverage was calculated for each base as described above. Data for *isw2∆* cells was obtained from the authors’ website [37] and bin-wise averages of normalized log_2_ intensity ratios (nucleosomal DNA/genomic DNA) for tRNA genes were plotted.

### Analysis of Isw1 ChIP-chip data

2-color ChIP-chip data for Isw1 ChIP was taken from a previous study [26]. Data from three replicates were quantile normalized and log transformed using biotoolbox [55]. Normalized log_2_ ratios were binned around the tRNA genes TSS in appropriately sized bins and data matrix used for generating heat maps or average intensity plots.

### Quantification of tRNAs by real time PCR

Total RNA was extracted from 100 ml mid log phase cultures by acidic hot phenol method followed by DNase I treatment. RNA was then subjected to poly-A tailing with poly-A polymerase (Epicenter) using manufacturer’s protocol. First strand cDNA synthesis was performed by AMVRT primed with oligo-dT (18-mer) oligo followed by degradation of template RNA with RNAse A. The cDNA was extracted with Phenol:Chloroform:Isoamyl- alcohol, ethanol precipitated and quantified by Real Time qPCR using ∆∆Ct method. An equivalent amount of poly-A tailed RNA was kept as a control of reverse transcription reaction to make sure DNA contamination did not affect the quantification. U4 snRNA, a pol II transcript was used as internal control [17]. A common genomic DNA sample (5 ng/mL) was used as calibrator so that tRNA expression values could be compared between the gene families, without a complication due to copy number variation. Close to 100 specific primers for tRNA genes were designed with PRISE [56] covering all 42 families and tested for specificity and efficiency in real-time q-PCR using serial dilutions of cDNA templates. Finally 33 primer sets could be validated for use (Additional file 4: Table S1). Most of the primer sets are not unique to isogenes, and measure the transcript and mature tRNA levels together.

## Competing interests

The authors declare that they have no competing financial interests.

## Authors’ contributions

PB conceived the study and wrote the manuscript, PB and YK designed the experiments; YK performed the experiments and analyzed data. Both authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 A prominent NFR at gene region is a characteristic feature of yeast tRNA genes. **A**) Heat maps show nucleosomes aligned according to TSS of 270 tDNAs, plotted by arranging the genes according to first, the DS nucleosome distance from TTS and then according to the families. One nucleosome can be always found in a narrow window upstream of the TSS (position marked by a bent arrow) whereas downstream nucleosome does not align to the same position according to TSS or TTS. Variations if any, in positions of US/DS nucleosomes and lengths of NFRs at gene region are better visible in this panel. A small number of genes, with DS nucleosomes farthest from TTS, are marked as “Select” by a short bar on right hand side of the panel. **B**) Heat maps for nucleosomes on 538 out of total 631 tRNA genes in human resting CD4+ cells were extracted from Schones et al. [7] and occupancy scores are given as color gradients. **C**) Heat maps for nucleosomes on 125 out of total 170 tRNA genes in *S. pombe* were extracted from Givens et al. [2]. D) Heat map of nucleosome profile after 4 hrs of nutrient starvation. Genes are arranged similar to panel A. Nucleosome dynamics mainly at 3’ end of several genes becomes evident on comparison of the two panels. E) and F) Bin-wise log_2_ intensity ratios for nucleosome signals on both sides for the tRNA genes according to TSS or TTS are plotted. The data was extracted and analyzed from the Zhang et al. [24]. Averaged data for all the 270 genes or a set of 30 genes (Select, panel A) are plotted together. The plots in both the panels show the presence of a nucleosome on the gene bodies of all 270 genes. An additional downstream nucleosome seen on the select genes suggests the variable position of the DS nucleosome is also not sequence-directed. Click here for file

Additional file 2: Figure S2 Nucleosome profile over tRNA genes in *isw1∆2∆* mutant. **A**) Normalized log_2_ [nucleosomal DNA/genomic DNA] intensity ratios for nucleosomes were binned around the TSS and TTS and averaged for all the 270 genes in wild type or *isw1∆2∆* cells. Perturbation of the upstream nucleosomal array is evident in case of the mutant. **B**) Figure shows normalized log_2_ ratios [nucleosomal DNA/genomic DNA] binned around the TSS of tRNA genes in wild type and *isw2∆* strain from Whitehouse et al. [37]. In this dataset, a sharp signal over tRNA gene body is also seen, which most likely is an artifact of array design as it is also obsereved in another dataset by Lee et al. [5] which used the same microarray. **C**) Venn intersections of the genes occupied by Isw1 or Isw2 [13,26]. **D**) Venn intersection of genes occupied by Isw2p and 112 genes showing nucleosome changes near them in *isw1∆2∆* mutant cells. **E**) Comparison of nucleosome profiles on 273 tDNAs in wild type and *isw1∆* cells according to available data [27] shows NFR on tDNA is occupied by a nucleosome in the mutant, which could be same as sequence-directed nucleosome on tDNAs (Figure 1E, Additional file 1: Figure S1E-F) [9,24]. Click here for file

Additional file 3: Figure S3 Pol III and nucleosome occupancy influence transcription. **A**) RNA levels normalized for copy number of genes by using genomic DNA as calibrator for Real Time PCR quantification of the cDNA for 33 tDNA families, relative to U4 snRNA. Family name descriptions and primer sequences are given in the Additional file 4: Table S3. **B**) Data analysis using either unique reads only or multi-reads reallocated to the loci, gives similar results. Normalized tag counts from pol III ChIP-seq experiment were calculated in two ways. All unique reads represent tag coverage binned around TSS and averaged for all genes, using only uniquely aligned reads. All reallocated reads represent tag coverage taking unique reads along with non-unique reads that map up to 20 places in genome and reallocating the non- unique reads probabilistically using a previously reported algorithm [30]. Both the plots show high overlap as tRNA genes although repetitive in sequence, are very small in comparison to the ChIP fragment size used in typical ChIP experiments. **C**) Normalized and averaged tag coverage profiles of all tDNAs and pseudo-tRNA (Additional file 4: Table S2) for RPC128-FLAG IP and mock samples. **D**) Family wise total pol III tag counts for all the genes that are covered in panel A and Figure 4A. Pol III tag count in a region −100 to +100 bp of every gene was averaged. Then for each primer set, this average pol III count is summed up for all genes that are covered by the primer set. **E**) Pol III fold-enrichment over mock from ChIP-Seq data for selected genes showing very high to very low pol III levels. **F**) The data in panel E is validated by ChIP-Real time PCR quantification for pol III on the same genes. Pol III occupancy data for both IP and mock samples are compared with the same on TELVIR region. Click here for file

Additional file 4 **Tables listing strains and primers used in this study.Table S1.** List of all primers and their sequences, used for tRNA expression analysis by Real Time PCR quantification method. Primers unique for five tRNAs are highlighted. **Table S2.** Details of tDNA like elements (pseudo-tDNAs) in yeast genome. Data is extracted from “pol3- scan” data [57]. **Table S3.** Details of yeast strains used in this study. **Table S4.** Details of primers used for quantifications in ChIP assays. Click here for file

Additional file 5: Figure S4 Quality control of microarray samples and data. (**A**) Quality check for the mono-nucleosomal DNA preparation. Lane M shows 100 bp DNA ladder used as molecular size marker. Purity of DNA before (lane 1) and after (lane 2) MNase digestion is shown. **B**) Genomic DNA control for nucleosome mappings after MNase digestion was checked. M shows the 100 bp DNA ladder used as size marker. **C**) Box plots showing near identical distribution of normalized Log2 ratios among three biological replicates. Pearson correlations between all possible replicate-pairs were 0.97 to 0.99, which confirmed the reproducibility of biological replicates. Click here for file

## Accession codes

All datasets from this study have been submitted to NCBI Geo for public access. Microarray data is linked to accession ID-GSE39802 and pol III ChIP-seq data to accession ID-GSE39566.

How the deposited data were processed for this re-analysis (not part of the article)

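Nucleosomes around tRNA genes were mapped on 12 tiling arrays, 3 biological replicates each of wild-type cells in normal growth, wild-type cells starved for 4 h, isw1∆2∆ cells and rsc4-∆4 cells. Each array compares mononucleosomal DNA (Cy5) with naked genomic DNA cut by micrococcal nuclease (Cy3), and no dye swap was made. The arrays fall into 3 scan batches: the 6 wild-type arrays, 1 isw1∆2∆ array, and the other two isw1∆2∆ arrays with the 3 rsc4-∆4 arrays. Starved and growing wild-type cells were therefore compared within a batch, whereas each mutant differs from wild type in scan batch and strain background as well as in the deleted genes.

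The files of single arrays, as deposited, hold the intensity of each spot in both channels, as mean pixel brightness and as a processed signal that the feature extraction software corrected for background and dye. The authors' own table holds a log2 ratio of Cy5 to Cy3 per probe and array, after normalization against the median of blank spots and an intra-array Lowess fit. Per array, the medians of these ratios lay between 0.0295 and 0.133, with 681 to 953 values missing, and their correlation across probes was 0.720 to 0.839 with the ratios used here and 0.991 to 0.996 with ratios remade from blank-subtracted signals with a loess fit.

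The main values are log2 ratios of the processed signals. Control spots (5596 of 243479) and spots with uneven pixels (0.0139% to 0.164% per array) were left out, each array was centred on its median, and no loess fit was made. Probes were matched to the R64 genome by exact sequence, and 232539 were placed. Of 275 tRNA genes, 237 carried the name in the array design and 38 lie in merged regions of the design. Windows needed at least 10 probes. Nucleosome calls came from a hidden Markov model with linker, positioned and fuzzy states on 20 bp bins with 3-point smoothing, trained on the wild-type mean.

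Gene windows were compared with limma 3.58.1 in R 4.3.3, in 1 fit of the 12 arrays and with Benjamini-Hochberg adjustment over the 825 tests of a comparison. A window was called at an adjusted p under 0.05 and a log2 difference of at least 0.5. Nucleosome depletion was tested in the same way on the body minus the mean of its US and DS windows. Averages over genes were compared by two-sided exact permutation tests, which cannot go below p = 0.1 with 3 arrays against 3, and comparisons across genes by permutation tests with 100000 resamples. Other steps used data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

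Gene lists were the tRNA isotypes with 5 or more genes, the families with introns, initiator and elongator methionine genes, and genes with an LTR or Ty element upstream, another tRNA gene or a divergent protein-coding start within 1000 bp. They were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry. Camera compares a list with the other genes of the same window. Isogenes share part of their body probes, so that genes of an isotype list are not independent, as the preset correlation nearly assumes. The genes named are those the study names and, for each comparison and window, the 5 with the largest rise and the 5 with the largest fall among called genes whose 3 arrays all lie beyond the 3 wild-type arrays. From these the text prints a selection, largest first. This rule, the windows, tests and lists and most alternatives were set before the data were examined.

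Tested on simulated data with the spread of the real arrays, limma called 98% to 100% of log2 differences of 1 or more and 38% to 52% of differences of 0.5, and 0.571% to 1.69% of its calls were false. The simulated windows varied independently and held no scan batch, whereas windows of a real array can deviate together. These shares therefore do not carry over to the real calls. On 275 simulated profiles with 1721 positioned nucleosomes, the hidden Markov model placed 100% within 20 bp. These profiles had equal noise in all states, less than the linker state of the real profiles (SD 0.96). The simulation therefore cannot tell what share of real nucleosomes the model finds. The number of arrays limits the precision of every value.

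Arrays of growing and starved wild-type cells with the same replicate number deviated together. After removal of group means they had correlations of 0.265 to 0.609, and others of -0.453 to 0.180. The labels do not say that the cultures were paired. Paired cultures cannot be told apart from another source shared by these arrays. Pairs of cultures in the text are pairs of arrays by this number. Wild-type arrays did not all deviate together with isw1∆2∆ (-0.045 to 0.080) or rsc4-∆4 arrays (-0.036 to 0.250) of the same number. A fit with the replicate number as a block was an alternative. Others were the study's normalization and its deposited ratios, loess, normexp, scaled or quantile-normalized signals, probes with a single match, other windows and thresholds, and leaving out each array. A common naked-DNA reference, a correction for GC content, the scan batch as a block, a comparison of both mutants within a batch, windows in promoters, a test by pairs of growing and starved cultures and a test of upstream against downstream within arrays were added after the data had been seen. Pol III occupancy, RNA levels and the published maps of remodellers that the paper uses are not in these files and were left out.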

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

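The tests of naked DNA, GC content, LEU2, loess, equal spread and splits of the arrays were chosen only after the results had been seen, whereas the slope of Cy5 on Cy3 and the percentile of SNR6 were set before. An SD beside a difference in the tests of gene bodies and of starvation is not that of the difference. It is the larger of the replicate SDs of the group and of wild type.

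Both mutants had a higher log2 ratio than wild type over tRNA gene bodies, by 0.53 in isw1∆2∆ and 0.62 in rsc4-∆4, and the fall of Cy3 made up 85.9% and 81.3% of it. Naked DNA of the rsc4-∆4 genotype on the same arrays is argued against by LEU2, where Cy5 changed by -8.15 and Cy3 by 0.70, and a GC trend as the whole cause in isw1∆2∆ by a rise of 0.44 that stayed after its removal (0.31 in rsc4-∆4, SD 0.30, which leaves it open there). With Cy5 set against the mean Cy3 of the 12 arrays the rise was 0.00501 (SD 0.0572) in isw1∆2∆ and 0.0298 (SD 0.237) in rsc4-∆4, which leaves the Cy5 change alone and so restates the share above. It cannot tell a different naked-DNA reference from another cause of the fall in Cy3, and both stay open. A weaker hybridization of both channels stays open, with a slope of the Cy5 change on the Cy3 change of 0.159 in isw1∆2∆ and 0.286 in rsc4-∆4, between no relation and a common fall. The mutations themselves cannot be told apart from strain and scan batch.

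After starvation the log2 ratio was lower upstream of 152 tRNA genes, in arrays of 1 scan batch. The mean over genes was lower in every pair of cultures, by -0.69 to -0.42. Over all 275 genes the mean fell by 0.58, with Cy5 lower by 0.60 and Cy3 by 0.02. An intensity trend and the wider spread of the starved arrays are each argued against as the whole cause, since the mean difference was -0.17 (SD 0.06) after loess and -0.39 (SD 0.03) with arrays scaled to equal spread. Each correction took away part of the fall, so that both may contribute. Starvation itself remains an open, untested explanation of the remainder.

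SNR6 was singled out because the paper reports no data on it in these cells: its body went from -2.36 to 3.75 in isw1∆2∆, a rise of 6.10 (standard error 0.09, n = 3 arrays each), above wild type in 3 of 3 arrays. The naked-DNA reference is argued against as the cause, since the fall of Cy3 gives 25.2% of the rise. Cy5 rose by 4.57, over a stretch of 260 bp from -94.5 to 165.5 of the TSS. Extra copies of this stretch in the nucleosomal sample, such as a plasmid or an amplified fragment, are a candidate explanation that stays open, with SNR6 at the 99.69th percentile of Cy5 among probes with a single match. A change of the nucleosome on SNR6 in this mutant is open as well.

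A signal in a region the paper does not discuss was the promoter of TMA10 after starvation, with a difference of -2.31 (standard error 0.06, adjusted p = 2.2e-11 from limma). Along a stretch of 200 bp that reaches into it, Cy5 changed by -3.97 and Cy3 by 0.52. In rsc4-∆4 the promoter of DCD1 differed from wild type by 2.25 (standard error 0.11, adjusted p = 3.5e-09). Over LEU2 the Cy5 signal of rsc4-∆4 was lower than wild type along 520 bp, at 1.52 times the blank spots against 351 times in wild type. At this floor the log2 difference of -8.15 is no precise measure. The effects of both mutants differed from one another at 200 tRNA genes when the 5 arrays of their shared scan batch were compared directly, mostly downstream, where isw1∆2∆ was lower at 158 genes and higher at 5 (204 genes with all 6 arrays, and 114 with the deposited ratios).

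For each comparison with wild type, 6 arrays make 10 splits, which are too few for a share under 0.05. The count was as large in 1 of 10 splits, the real one, for starvation (215 genes, highest of the others 0), isw1∆2∆ (233, highest other 0) and rsc4-∆4 (246, highest other 0). Splits of the wild-type arrays that part as many replicate pairs as the real one were among those with 0.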

How the results depend on the processing

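The common naked-DNA reference, the GC correction, the pairs of cultures and the pairs within arrays were chosen only after the results had been seen. Of the main results under all alternatives, 873 values were labelled as kept, 65 moved, 34 reversed, 8 became stronger and 6 weaker. Counts were kept when close to the main count. Those kept include 184 window averages and 192 values of array periodicity, and 90 and 78 more with 1 array left out. Their exact tests cannot reach significance with 3 arrays per group, so only a change of sign altered the label. Body rises of 0.005 in isw1∆2∆ and 0.030 in rsc4-∆4 with the common reference thus count as kept. Of the other results 1733 held, 113 moved, 25 became weaker and 9 reversed. Unless said otherwise, the cause of a change was not tested. Cy3 was at 5.21 times the blank spots on 1 isw1∆2∆ array.

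Genes changed in limma were 75 after starvation, 71 in isw1∆2∆ and 102 in rsc4-∆4 with a minimum difference of 1 (fewer by construction), and after starvation 142 with the study's Lowess fit and 139 with loess. With the replicate block they were 215, 233 and 246, but this block leaves every difference unchanged by construction and can alter only p. Leaving out 1 array gave 210 to 234, 230 to 235 and 239 to 257, and 3 to 10 bodies higher after starvation. The mean difference downstream in isw1∆2∆ turned to 0.12 with the study's fit or deposited ratios, 0.11 with loess and 0.09 with quantiles, and upstream it was -0.01 with the study's fit and 0.0072 with windows of 60 bp. Upstream of rsc4-∆4 it was -0.08 with the study's fit and -0.02 with deposited ratios, and after starvation 22 genes fell upstream with the study's fit, 24 with loess and 31 with deposited ratios.

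Nucleosome calls changed at 43, 59 and 82 genes (starvation, isw1∆2∆, rsc4-∆4) with the study's Lowess fit, 42, 58 and 73 with loess, 40, 59 and 84 with the deposited ratios, and 3, 10 and 15 with positioned nucleosomes only. In isw1∆2∆ they were 31 with normexp and 12 with the common reference, in rsc4-∆4 47 with runs of 3 bins, and after starvation 15 with runs of 5. Gains and losses after starvation were 13 and 31 with the study's fit, 14 and 29 with loess and 12 and 28 with deposited ratios, in isw1∆2∆ 5 and 7 with the common reference, and in rsc4-∆4 10 and 11 with it and 13 and 11 with GC. Lists passing were 0, 0 and 0 with an estimated correlation, 55, 59 and 62 with fry and 4 in rsc4-∆4 with the common reference.

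The share of genes with a US nucleosome at -140 was 32.0% with the GC correction, 40.0% with the study's fit, loess or deposited ratios, 88.0% with the local maximum, 36.0% with normexp, 19.3% with single-match probes and 24.0% within 40 bp. The median centre was -200 with the GC correction, -140 with the study's fit or loess, -150 with the local maximum or deposited ratios, -170 with normexp, -290 with single-match probes, and -290 to -240 without 1 array.

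The DS peak of isw1∆2∆ differed from wild type by 0 bp with the common reference, 13.3 with GC, 6.67 with the study's fit or deposited ratios, 20 with loess and 26.7 with normexp, in place of -73.3. In rsc4-∆4 it differed by 100 with GC or normexp and -13.3 with the study's fit or deposited ratios, and after starvation by 100 with GC, 60 with normexp and -13.3 with the study's fit or deposited ratios.

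The DS minus US change on starvation had a p under 0.05 with the common reference (0.053, p = 0.0482), GC (0.072, p = 0.0129), the study's fit (0.043, p = 0.0226), loess (0.042, p = 0.0271), quantiles (0.081, p = 0.00619) and deposited ratios (0.047, p = 0.0184), all permutation tests, and was 0.039 to 0.066 without 1 array. The p rose above 0.05 in isw1∆2∆ with the common reference (-0.049) and in rsc4-∆4 with the common reference (-0.058), quantiles (-0.032), equal spread (-0.077), single-match probes (-0.068) and moved windows (-0.043).

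In rsc4-∆4 the modulation upstream turned to -0.017 with quantiles and -0.0058 with equal spread, the autocorrelation downstream to 0.0066 with the common reference and 0.045 with GC, and that upstream to 0.0021 and 0.0052. Window averages turned as follows. In isw1∆2∆ +2 was 0.0057 by the median over genes. In rsc4-∆4 DS was -0.045 with the common reference and -0.018 with moved windows, US -0.0018 with loess, -0.0024 by the median, -0.13 with quantiles, -0.011 with equal spread and -0.030 with single-match probes, -2 was 0.0078 with the common reference and 0.041 with GC, and +2 was -0.0014 with loess, -0.022 with quantiles and -0.018 with deposited ratios. After starvation DS was -0.023 with the common reference and -0.051 with moved windows, US 0.026 with the study's fit, 0.021 with loess and 0.036 with deposited ratios, and +2 was -0.0054, -0.014 and -0.0045 in the same order and -0.013 with equal spread.

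The range of tP(UGG) genes was 2.15 with the common reference, 1.35 with GC, 0.53 with the study's fit, 0.55 with loess, 1.16 with normexp and 0.54 with deposited ratios. Initiator minus elongator was 1.92 with quantiles. tG(UCC)N minus its isogenes was -0.19, -0.20, -0.56, -0.57, -0.35 and -0.53 in the order given for tP(UGG). Of named genes, tA(AGC)D downstream in rsc4-∆4 turned to -0.49 with the common reference. Upstream in isw1∆2∆, tK(CUU)C turned to 0.28 with the study's fit, 0.22 with normexp and 0.26 with deposited ratios, and tM(CAU)C to 0.65 with the study's fit, 0.22 with normexp, 0.20 with loess, 0.18 with deposited ratios and 0.21 with the common reference.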

Differences from the paper's values

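The common naked-DNA reference was chosen only after the results had been seen.

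The lowest correlation between replicates was 0.957, where the paper's value is 0.97, and none of the alternatives set before the data were examined reached it (0.953 to 0.959). A positioned US nucleosome within 30 bp of -140 was called at 22.5% of tRNA genes, against the paper's 82%. Among the alternatives set before the data were examined, the highest bin of the profile in place of a called nucleosome comes within 1.5 times the paper's value (88.0%), and the others do not (19.3% to 40.0%). That bin was sought only from -220 to -60, a range centred on -140, which raises its share. Outside a nucleosome-depleted region were 26 genes, where the paper's count is 3. All alternatives set before the data were examined differ from the paper as well, the nearest being 5 genes with the study's Lowess fit and by nucleosome calls, 6 with loess and 9 with the deposited ratios. The paper states no threshold for this count.

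Nucleosome calls changed at 23 genes after starvation, against the paper's 52. Of the alternatives set before the data were examined, blank-subtracted signals with loess (43), loess on processed signals (42) and the deposited ratios (40) come within 1.5 times the paper's value, and the others do not. In isw1∆2∆ calls changed at 20 genes, against the paper's 112, with 17 gains where the paper has 77 and 3 losses where the paper has 35, and all alternatives set before the data were examined differ too, the nearest being 59 genes, 43 gains and 19 losses among the study's Lowess fit, loess and the deposited ratios. In rsc4-∆4 calls changed at 30 genes, against the paper's 120. Blank-subtracted signals with loess (82) and the deposited ratios (84) come within 1.5 times the paper's value, and loess on processed signals (73) and the other alternatives set before the data were examined do not. The paper counts changes within 100 bp of the gene, as here, and does not state what size of change counts. Set beside the same counts of the paper, limma found a changed window at 215, 233 and 246 genes, which is not the same measure. With a minimum log2 difference of 1, an alternative set before the data were examined, the limma counts of 75 for starvation and 102 for rsc4-∆4 come within 1.5 times the paper's, that for isw1∆2∆ (71) does not, and no other alternative does.

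In the average profiles, the lowest bin over the gene was -1.50 in wild type, against about -1.3 in Fig. 1D, read by eye, and the profile here reached -2.08 past the gene, at 110 bp. It was -1.01 in isw1∆2∆ against about -0.6 in Fig. 2C, and -0.68 in rsc4-∆4 against about -0.4 in Fig. 3C, both read by eye. The highest bin of the US nucleosome in wild type was 0.61, against about 0.9 in Fig. 1D, read by eye. No alternative set before the data were examined brings these 4 values within their replicate spread of the figures, among them -1.48 for the wild-type gene, -0.85, -0.79 and 0.83 for the US nucleosome with the study's Lowess fit. The profiles here average 275 genes, and those of the figures the genes with changes.

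The paper's profiles for starvation and rsc4-∆4 average its 52 and 120 genes with changes, and the values below all 275 genes. It reports a rise of both the US and the DS nucleosome and a fall at +2 on starvation, where the differences here were -0.03, 0.04 and 0.06, and 0.04, 0.20 and -0.00 with the deposited ratios. It reports a lower occupancy on both sides of the NFR in rsc4-∆4, where the differences were 0.05 in the US window and 0.08 in the DS window. They lay on the paper's side in the US window with quantiles (-0.13), equal spread (-0.011), single-match probes (-0.030), loess (-0.0018) and the median over genes (-0.0024), and in the DS window with moved windows (-0.018) and the common reference (-0.045). At -2 the difference was -0.04, and -0.23 with the deposited ratios, on the side the paper gives. It reports a more dynamic DS than US nucleosome, where rsc4-∆4 had the larger change in the US window (difference -0.099) and starvation in the DS window (0.055). These are changes of level in fixed windows of unlike width and do not measure a move towards the gene. The 100 bp downstream of the gene rose by a mean of 0.13 after starvation and 0.34 in rsc4-∆4 (0.07 and 0.08 with the common reference). It gives tS(CGA)C a lower DS occupancy than tR(CCU)J, where the values were -0.24 and -0.22, and -0.08 and 0.14 with the deposited ratios. It describes the US occupancy of the 5 example genes as similar, where it ranged from -0.37 to 0.95, and from 0.24 to 0.57 with the deposited ratios. On tP(UGG)O3 it describes a high DS occupancy, where the value was -0.53, and 0.60 with the deposited ratios. It describes similar DS occupancy on the tG(UCC) genes, where the values were -0.55, -1.01 and 0.23. It describes clearer gene regions on tM(CAU)E and tM(CAU)P than on tM(CAU)J3 and tM(CAU)O1, where the bodies were at 0.17, 0.05, 0.14 and 0.16. The paper calls these copies identical in sequence, so that body probes can share signal and these values cannot test its description. In the flanks, tM(CAU)E and tM(CAU)P were lower in the DS window and higher in the US window than tM(CAU)J3 and tM(CAU)O1.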

Other observations

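The tests of promoters, of missing stretches and of the replicate block in gene lists were chosen only after the data had been seen.

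The arrays also cover promoters of protein-coding genes near tRNA genes, and 290 have at least 20 probes with a single match in the 300 bp upstream. After starvation the nucleosome signal fell at 62 of them and rose at 9 (limma, adjusted p under 0.05 and log2 difference of at least 0.5). The largest fall was at TMA10, from 0.63 ± 0.04 to -1.69 ± 0.05 (SD, n = 3 arrays each). RGI2, which encodes a protein of energy metabolism under respiration, fell from 1.09 ± 0.03 to -0.84 ± 0.19 (difference -1.92, standard error 0.10, adjusted p = 1.4e-08), and SDH9 from 0.34 ± 0.04 to -1.10 ± 0.06 (difference -1.44, adjusted p = 2.1e-09). SNX4 differed by -1.2 (-0.73 with the deposited ratios) and COQ6, an enzyme of ubiquinone synthesis, by -1.19 (-0.71). SEM1, a proteasome subunit, rose by 0.76 (adjusted p = 4.8e-07). With the deposited ratios 33 promoters fell and 5 rose.

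In rsc4-∆4 51 promoters rose and 41 fell, 14 of them up by 1 or more. DCD1, a deoxycytidylate deaminase, went from -0.53 ± 0.17 to 1.72 ± 0.09 (SD, n = 3), and PFU1 from -0.57 ± 0.10 to 1.61 ± 0.07 (difference 2.19, standard error 0.11, adjusted p = 4.8e-09). PCL5, a cyclin, rose by 1.56 (0.82 with the deposited ratios), MET17, an enzyme of sulphur amino acid synthesis, by 1.33 from 0.36 ± 0.06 to 1.69 ± 0.01, SEM1 by 1.22 and CAR1, arginase, by 1.02, while ERV14 differed by -1.3 (-0.75 with the deposited ratios) and CRH1 by -1.15. In isw1∆2∆ 97 promoters fell and 10 rose. COG2 went from -0.69 ± 0.07 to -3.29 ± 0.03 (difference -2.60, adjusted p = 4.4e-11, and -1.68 with the deposited ratios), but holds a stretch where Cy5 of this mutant is at 2.44 times the blank spots, on chromosome VII from 730949 to 731037 (Cy5 -4.63, Cy3 0.18). CDC26 went from 1.16 ± 0.03 to -1.07 ± 0.03 (-2.23, adjusted p = 6.1e-09) and RAD7 differed by -1.82, whereas PFU1 rose by 0.80 and YJL007C by 0.90. With the deposited ratios 34 promoters rose and 44 fell in rsc4-∆4, and 14 rose and 73 fell in isw1∆2∆. With the common naked-DNA reference 38 rose and 23 fell in rsc4-∆4, and 2 rose and 82 fell in isw1∆2∆. Promoters up by 1 or more in rsc4-∆4 were then 8 with the deposited ratios, 7 with loess and 4 with the common reference. All promoter values of the mutants share the limits of strain and scan batch, and the counts include the promoter of YBR013C, where Cy5 is missing in both mutants.

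Among the other pol III genes, starvation raised the body of SNR52, a box C/D snoRNA gene, by 0.88 (adjusted p = 1.7e-08 from limma). Relative to the mean of its US and DS windows the body went from -1.35 to 0.10 (adjusted p = 0.161 against 0 in starved cells), a larger change than that of the body, so that these windows fell as well. SNR6 rose by 0.79, while the differences were -1.34 at ZOD1, -0.89 at RPR1 and -0.62 at SCR1. The subtelomeric region Telvir, with 270 probes, was at -0.15 ± 0.06 in growing and 0.30 ± 0.22 (SD, n = 3) in starved cells (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). The mitochondrial gene COX3, which has no nucleosomes, was at -5.71 ± 0.22 in wild type, -5.10 in starved cells, -5.85 in isw1∆2∆ and -5.88 in rsc4-∆4. Its Cy3 level was higher in the mutants, at 2.32 ± 0.07 in isw1∆2∆ and 2.294 ± 0.007 in rsc4-∆4, against 1.49 ± 0.01 in wild type. This is the opposite direction from Cy3 over tRNA gene bodies, and its cause was not tested.

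Of the gene lists that passed in no comparison, genes with an LTR or Ty element upstream (176 genes) had a lowest adjusted p of 0.449 after starvation, 0.161 in isw1∆2∆ and 0.331 in rsc4-∆4. For divergent protein-coding starts (89 genes) it was 0.326, 0.649 and 0.868, and for the 6 elongator methionine genes 0.326, 0.452 and 0.839. The histidine, methionine, arginine and tryptophan lists did not pass either. After starvation 15 of 19 arginine bodies fell (-0.63, adjusted p = 0.0664). In the mutants the families with introns did not pass (24 of 60 bodies rose in isw1∆2∆, adjusted p = 0.158), nor did the initiator methionine genes, whose 4 bodies all rose in isw1∆2∆ (1.04, adjusted p = 0.158) and in rsc4-∆4 (0.77), nor, in rsc4-∆4, genes with a tRNA gene nearby (7 of 16 bodies rose, lowest adjusted p = 0.331). With the replicate number as a block, 14, 9 and 6 tests of lists passed after starvation, in isw1∆2∆ and in rsc4-∆4, of which 13, 9 and 6 also passed without it. The block brought arginine bodies after starvation past the threshold (adjusted p = 0.0495) and took out the tRNA neighbours after starvation (0.0550), alanine bodies (0.0614) and upstream neighbours (0.0551) in isw1∆2∆ and glycine bodies in rsc4-∆4 (0.0538).

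Some stretches had far lower Cy5 without such a fall in Cy3, relative to growing wild-type cells: 2 after starvation, 3 in isw1∆2∆ and 8 in rsc4-∆4. In rsc4-∆4 they included LEU2 on chromosome III from 91453 to 91972, a stretch near YLR156W on chromosome XII from 471965 to 472312 (Cy5 -10.0, Cy3 0.78, with Cy5 of the mutant at a floor of 1.27 times the blank spots) and one at YBR013C on chromosome II from 265468 to 266379 (Cy5 -7.24, Cy3 0.22). The last was also missing in isw1∆2∆ (Cy5 -7.46, Cy3 0.27). After starvation, Cy5 was lower near tS(UGA)I on chromosome IX from 248634 to 248786 (-4.12) and near TMA10 on chromosome XII from 783562 to 783761 (-3.97), which reach into the promoter windows of RGI2 and TMA10. Of the tRNA gene windows called lower, those that touch such a stretch were 1 of 313 after starvation (tS(UGA)I), 0 of 187 in isw1∆2∆ and 3 of 123 in rsc4-∆4 (tG(GCC)B, tI(AAU)B and tT(AGU)B).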
